# Bypassing reproductive barriers in hybrid seeds using chemically induced epimutagenesis

**DOI:** 10.1093/plcell/koab284

**Published:** 2021-11-18

**Authors:** Jonathan Huc, Katarzyna Dziasek, Kannan Pachamuthu, Tristan Woh, Claudia Köhler, Filipe Borges

## Abstract

The triploid block, which prevents interploidy hybridizations in flowering plants, is characterized by a failure in endosperm development, arrest in embryogenesis, and seed collapse. Many genetic components of triploid seed lethality have been successfully identified in the model plant *Arabidopsis thaliana*, most notably the paternally expressed genes (PEGs), which are upregulated in tetraploid endosperm with paternal excess. Previous studies have shown that the paternal epigenome is a key determinant of the triploid block response, as the loss of DNA methylation in diploid pollen suppresses the triploid block almost completely. Here, we demonstrate that triploid seed collapse is bypassed in Arabidopsis plants treated with the DNA methyltransferase inhibitor 5-Azacytidine during seed germination and early growth. We identified strong suppressor lines showing stable transgenerational inheritance of hypomethylation in the CG context, as well as normalized expression of PEGs in triploid seeds. Importantly, differentially methylated loci segregate in the progeny of “epimutagenized” plants, which may allow epialleles involved in the triploid block response to be identified in future studies. Finally, we demonstrate that chemically induced epimutagenesis facilitates hybridization between different Capsella species, thus potentially emerging as a strategy for producing triploids and interspecific hybrids with high agronomic interest.

##  

**Figure:**
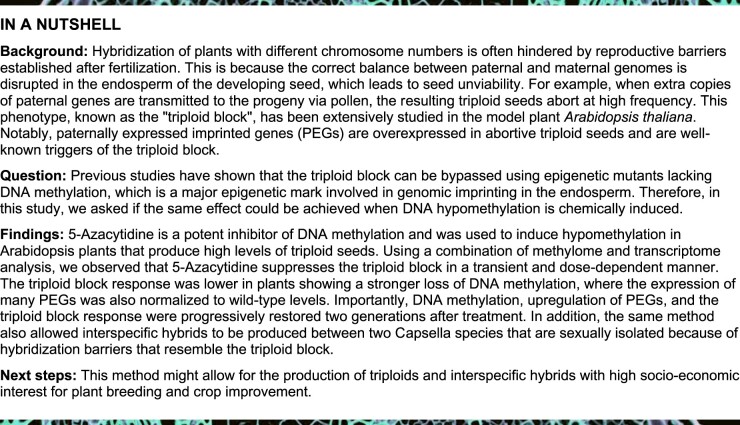

## Introduction

Early studies in plants provided some of the first evidence that distinctive phenotypes are dependent on the nature and dosage of parental chromosomes (Blakeslee et al., 1920; Belling and Blakeslee, 1923). This phenomenon, currently known as heterosis, is often observed in interploid and interspecific hybrids that display phenotypic values exceeding those in their parents, but its genetic and epigenetic basis remain poorly understood (Birchler et al., 2010; Hochholdinger and Baldauf, 2018). Plant breeders have been exploiting heterosis for thousands of years to create elite varieties of domesticated crops with enhanced growth and yield. However, additional progress has been hindered by the existence of strong reproductive barriers, which prevent heterosis and the rapid introgression of valuable alleles from wild species into domesticated cultivars (Kaneko and Bang, 2014).

In many angiosperms, interploidy crosses between diploid females and tetraploid males lead to abnormal endosperm development and seed collapse, which is known as the “triploid block” response (Köhler et al., 2021). The endosperm of most flowering plants, an essential triploid tissue that nourishes early embryo development in the seed, is formed in the embryo sac by fertilization of the diploid central cell by a haploid sperm cell (Dresselhaus et al., 2016). Endosperm cellularization is a critical event for seed development that relies on the correct balance between the dosage of maternal and paternal genomes (2m:1p) and distinct epigenetic features that are pre-established in the gametes to control genomic imprinting after fertilization (Kawashima and Berger, 2014; Gehring and Satyaki, 2017). Maternally expressed genes encode components of the Polycomb Repressive Complex 2 (PRC2), which is essential to silence the maternal allele of paternally expressed genes (PEGs) via deposition of tri-methylation at lysine 27 of histone 3 (H3K27me3; Köhler and Lafon-Placette, 2015; Gehring and Satyaki, 2017). For a long time, this mechanism was sufficient to explain how imprinted gene expression is established in the endosperm. However, additional models emerged with the discovery of a paternally inherited small RNA-directed DNA methylation pathway that is also involved in genomic imprinting (Calarco et al., 2012; Vu et al., 2013).

The triploid block traces back to the Endosperm Balance Number (EBN) hypothesis, which was developed in the early 1980s in potato (*Solanum tuberosum*) and then extended to many other crops (Johnston and Hanneman, 1982; Ehlenfeldt and Hanneman, 1984). The EBN, or “effective ploidy”, is the ratio between maternal and paternal chromosomes or genetic factors required for development of a normal seed (Johnston and Hanneman, 1982; Ehlenfeldt and Hanneman, 1984; Carputo et al., 1999, 1997). These studies are highly relevant for plant breeding, as the success of interspecific and intergeneric hybridizations may be predicted and manipulated based on the EBN of each parent (Tonosaki et al., 2018), although this system seems to be restricted to only certain genera (Carputo et al., 1999). Additional breeding strategies to overcome hybridization barriers require ovule/ovary cultures and embryo rescue techniques prior to seed collapse, which have limited efficiency depending on the species (Eeckhaut et al., 2006; Sauer and Friml, 2008; Cisneros and Tel-Zur, 2010). In the model plant *Arabidopsis thaliana*, loss-of-function mutations in PEGs are able to suppress the triploid block (Kradolfer et al., 2013; Wolff et al., 2015; Batista et al., 2019). This clearly indicates that endosperm failure during interploidy hybridization results from upregulation of PEGs, which is also observed in crosses between different Arabidopsis species (Josefsson et al., 2006; Kirkbride et al., 2015) and may play role in establishing interspecific hybridization barriers as well (Lafon-Placette et al., 2018). However, its potential application in plant breeding is limited, as imprinted genes are generally not well conserved (Kradolfer et al., 2013; Rodrigues and Zilberman, 2015), often preventing findings from Arabidopsis to be directly tested in crops. More recently, several studies have shown that the paternal epigenome triggers the triploid block response in Arabidopsis, which provided new ideas for plant breeding. The loss of DNA and histone methylation, as well as small-interfering RNAs in diploid pollen restored the viability of triploid seeds almost completely (Schatlowski et al., 2014; Erdmann et al., 2017; Jiang et al., 2017; Borges et al., 2018; Martinez et al., 2018; Satyaki and Gehring, 2019), suggesting that the paternal epigenome mediates genomic imprinting and endosperm balance in the developing seed.

Here, we show that transient genome-wide epimutagenesis induced by 5-Azacytidine, a chemical inhibitor of DNA methylation, allows the triploid block to be bypassed in Arabidopsis. We identified and characterized strong epigenetic suppressors of the triploid block response, showing stable transgenerational loss of CG methylation and downregulation of imprinted genes that are well-known triggers of triploid seed collapse. Finally, we demonstrate that epimutagenesis induced by 5-Azacytidine allows hybridization barriers in crosses between Capsella (shepherd’s purse) species to be bypassed, thus potentially emerging as a method to facilitate the production of triploid plants and interspecific hybrids of high socio-economic interest for agriculture and crop improvement.

## Results

### Exposure to 5-Azacytidine during seed germination and early growth allows the triploid block to be bypassed

Chemical inhibition of DNA methyltransferases has been widely used to study the function of DNA methylation in several plant systems (Pecinka and Liu, 2014). For instance, cytosine analogs such as 5-Azacytidine and Zebularine are incorporated into newly replicated DNA, but do not become methylated (Pecinka and Liu, 2014), causing DNA methylation to be passively erased during cell divisions (Jones and Taylor, 1980; Creusot et al., 1982; Santi et al., 1984). Recent whole-genome analysis of DNA methylation in Arabidopsis has shown that both chemicals lead to the widespread loss of DNA methylation in all sequence contexts, and in a dose-dependent manner (Griffin et al., 2016), which can be stably inherited into subsequent generations or fully restored before fertilization (Akimoto et al., 2007; Baubec et al., 2009).

In order to test if epigenetic variation induced by 5-Azacytidine allows the triploid block response to be suppressed, we used the Arabidopsis mutant *jason* (*jas*; Erilova et al., 2009; Storme and Geelen, 2011). In our growth conditions, plants homozygous for the *jas-3* allele in the Col-0 background produce 30%–40% diploid pollen (Supplemental Figure S1), while the female gametophyte is haploid. Thus, the triploid block response may be quantified after self-fertilization. In untreated *jas-3* plants and dimethyl sulfoxide (DMSO)-treated controls, triploid seed abortion varied between 30% and 40% (Figure  1A), thus reflecting the amount of diploid pollen in these plants (Supplemental Figure S1). Strikingly, plants treated with different concentrations of 5-Azacytidine showed a variable and dose-dependent effect in the triploid block response (Figure  1A), which was significantly reduced to ∼20% in plants treated with 100 µg·mL^–1^ of the chemical (Figure  1A). In particular lines (e.g. Aza1), seed collapse was reduced to <10% (Figure  1A), while the amount of diploid pollen remained unchanged (Supplemental Figure S1), thus suggesting strong suppression of the triploid block response. Close inspection of the seed set showed the presence of enlarged seeds (Figure  1B) that were routinely confirmed to be triploids by flow cytometric analysis of ploidy (Supplemental Figure S2).

**Figure 1:**
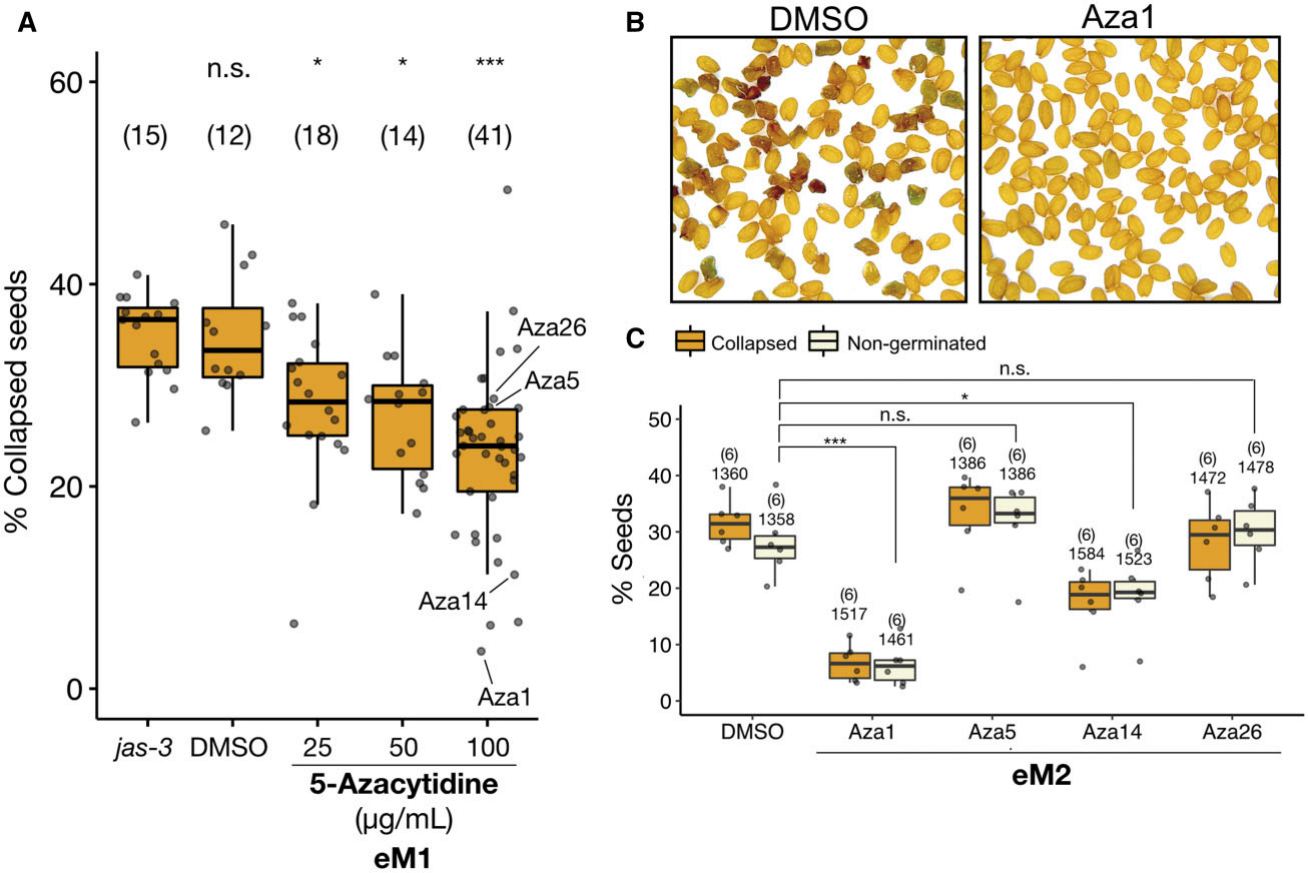
The triploid block is suppressed in *jas-3* plants treated with 5-Azacytidine. A, The triploid block response in *jas-3* mutants was quantified by counting the number of aborted seeds in five siliques of untreated plants (*jas-3*), the DMSO controls (DMSO), and plants exposed to three different concentrations of 5-Azacytidine (25, 50, and 100 µg·mL^−1^) in the eM1 generation (epiMutagenized population, first generation). Numbers above each box represent the number of individual plants used. Statistically significant differences in the percentage of collapsed seeds were calculated by ANOVA with a post hoc Dunnett test, using *jas-3* as the reference group (n.s. is not significant, *P ≤ 0.05, ***P ≤ 0.001). Boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum (Q1 −1.5*IQR) and maximum (Q3 + 1.5*IQR) values. B, Representative images of seeds from the DMSO controls and the strong suppressor line Aza1 in the eM2 generation, showing a decrease in the level of seed abortion in the suppressor line. C, Seed abortion (orange) and germination (ivory) assays were performed in the second generation after treatment with 5-Azacytidine (eM2) to evaluate the transgenerational stability of the suppressive effect. Numbers above each box indicate the number of siblings (top) and total number of seeds (bottom) counted. Statistically significant differences in the percentage of nongerminated seeds were calculated by ANOVA with a post hoc Dunnett test, using DMSO as the reference group (n.s. is not significant, *P ≤ 0.05, ***P ≤ 0.001). Boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum (Q1 −1.5*IQR) and maximum (Q3 + 1.5*IQR) values.

We then selected diploid seeds from individual 5-Azacytidine-treated lines to inspect the stability of the suppressive effect in the next generation (Supplemental Figure S3), which will be hereafter designated as eM2 (epimutagenized population, second generation). We compared seeds from six individual eM2 plants of two suppressor lines (Aza1 and Aza14) and two nonsuppressor lines (Aza5 and Aza26) to the DMSO controls, showing that seed abortion rates were similar to those observed in eM1 plants that had been directly exposed to the chemical (Figure  1C). Taken together, these results demonstrate that exposing *jas-3* plants to 5-Azacytidine during seed germination and early growth allows the triploid block response to be bypassed at variable levels, in a dose-dependent and transgenerational manner.

In Arabidopsis, known epigenetic suppressors of the triploid block show an effect only when they are paternally inherited (Schatlowski et al., 2014; Borges et al., 2018; Martinez et al., 2018; Satyaki and Gehring, 2019). We therefore asked if there is also a parental effect in triploid block suppression caused by 5-Azacytidine treatment. To test this hypothesis, we performed reciprocal crosses between DMSO control plants and siblings of the strong suppressor line Aza1 in the eM2 generation. Indeed, we found that the suppressive effect caused by 5-Azacytidine is transmitted via the paternal genome (Supplemental Figure S4).

### Genome-wide CG hypomethylation is observed in the suppressor lines

To test whether the suppression of the triploid block in 5-Azacytidine-treated *jas-3* plants correlated with a transgenerational loss of DNA methylation, we performed whole-genome bisulfite sequencing (WGBS) (Supplemental Data Set S1). We performed comparative methylome analyses in the eM2 generation of the strong suppressor lines Aza1 (3.7% collapsed seeds), Aza14 (11.3%), Aza18 (6.6%), and Aza25 (6.3%) and the nonsuppressor lines Aza5 (27.8%), Aza10 (30,7%), Aza16 (26.9%), and Aza26 (28.7%), which showed levels of seed collapse closer to the controls *jas-3* (mean 33.7%) and DMSO (mean 33.4%). Indeed, in the suppressor lines, the strong loss of CG methylation was observed at protein-coding genes and transposable elements compared to the untreated *jas-3* and DMSO controls (Figure  2A; Supplemental Figure S5). Analysis of differentially methylated regions (DMRs) led to the identification of 6,393 hypomethylated CG DMRs among all suppressor lines (Figure  2B), which occurred primarily at protein-coding genes (Figure  2C; Supplemental Data Set S2). Interestingly, this analysis also showed variable patterns of hypomethylation in the different suppressors (Figure  2B), as the overlap between the three strongest suppressors (Aza1, Aza18, and Aza25) is limited to ∼1/10 of the amount of DMRs detected in each individual line (Figure  2D). In contrast, CG methylation levels were mostly unchanged in all nonsuppressors (Figure  2A; Supplemental Figure S5), confirming the notion that genome-wide levels of CG methylation correlate with the triploid block response. Importantly, cytosine methylation in the CHG and CHH contexts was mostly unchanged in both suppressor and nonsuppressor lines (Supplemental Figure S5 and Supplemental Data Set S1), and only approximately 100 DMRs were detected in the strongest suppressor lines (Supplemental Figure S6 and Supplemental Data Set S2). This suggests that non-CG methylation was rapidly restored in the eM2 generation and is likely not responsible for the suppressive effect.

In DNA methylation mutants, such as *met1* and *ddm1*, ectopic CHG methylation is often observed in gene bodies (Stroud et al., 2013) and may lead to transcriptional gene silencing. Similarly, ectopic CHG methylation was observed at paternally expressed downregulated genes in the endosperm of viable triploid seeds after pollination with diploid *met1* pollen (Schatlowski et al., 2014). It was hypothesized that ectopic CHG methylation at the paternal *met1* genome leads to reduced expression of PEGs during endosperm development, thus contributing to the viability of seeds with paternal excess (Schatlowski et al., 2014). Although this effect was not previously reported in plants treated with 5-Azacytidine (Griffin et al., 2016), we detected 95 hypermethylated CHG DMRs in the eM2 generation of the strongest suppressor line Aza1 (Supplemental Figure S7). This indicates that newly formed epialleles with ectopic CHG methylation are induced by 5-Azacytidine treatment and are stably inherited to the next generation. However, this effect was not consistently observed among the four suppressor lines tested (Supplemental Figure S7), suggesting that ectopic CHG is also not responsible for the suppressive effect.

### The triploid block response and DNA methylation levels are partially restored two generations after 5-Azacytidine treatment

Epigenetic variation induced by 5-Azacytidine is known to be a transient effect (Pecinka and Liu, 2014), and only a few epialleles have been detected in subsequent generations after treatment (Akimoto et al., 2007). However, we found approximately 3,000 hypomethylated CG DMRs in the eM2 generation of strong suppressor lines (Figure  2C; Supplemental Figure S6 and Supplemental Data Set S2), which confirms that hypomethylation induced by 5-Azacytidine is stable for at least one generation after treatment. To further investigate the transgenerational stability of the suppressive effect, two diploid eM2 siblings from the strongest suppressor Aza1 were selected and selfed (Aza1-1 and Aza1-2), and six diploid eM3 plants were analyzed individually for each line (Supplemental Figure S3). Analysis of seed abortion and germination showed clear signs of recovery of the triploid block response in both lines, although only Aza1-2 showed significantly higher levels of nongerminated seeds than the levels detected in the eM2 generation (Figure  3A). We also performed WGBS analysis of bulked seedlings from each eM3 line. CG methylation was restored at approximately 35% of loci in these lines (Figure  3B), while ectopic CHG methylation was no longer detected (Supplemental Figure S7). These results strongly suggest that a progressive recovery of CG methylation contributes to the stronger triploid block response in eM3 plants. However, additional analyses will be required to determine if DNA methylation and the triploid block response are fully restored to *jas-3* levels in subsequent generations.

**Figure 2:**
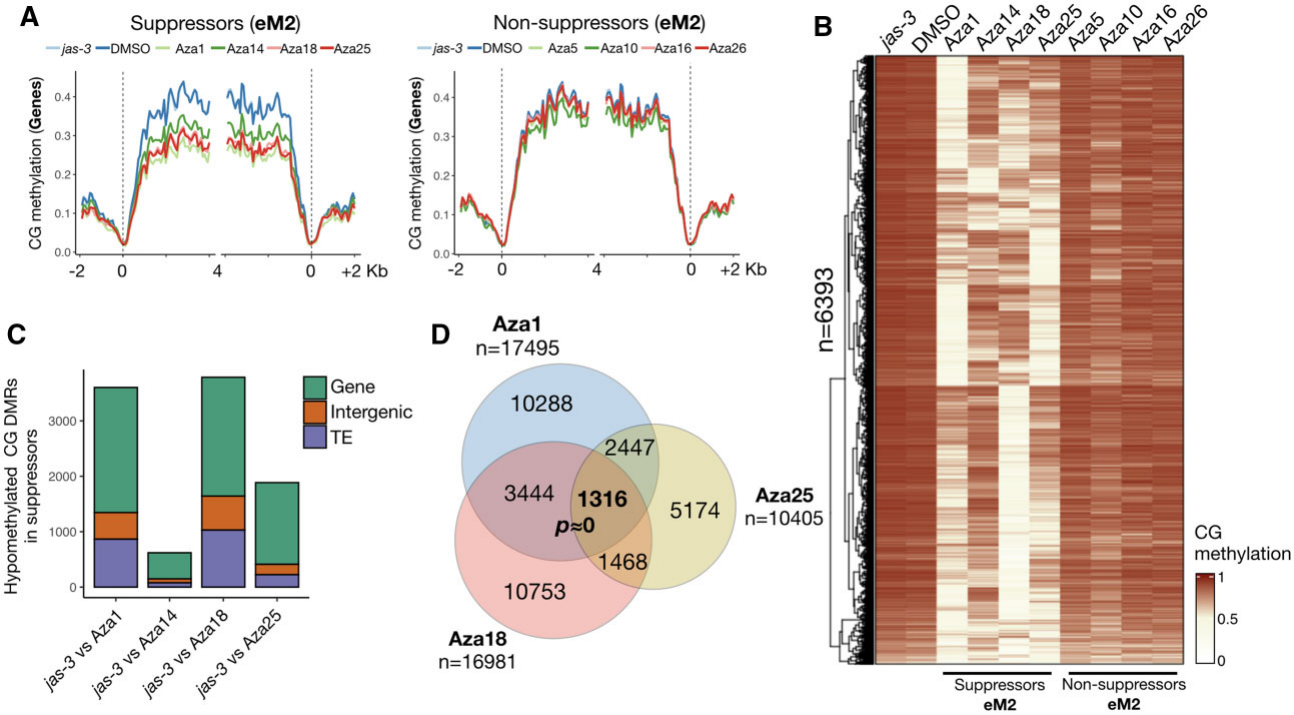
Transgenerational inheritance of CG hypomethylation occurs specifically in the suppressor lines. A, Metaplots show CG methylation levels at protein-coding genes annotated according to the TAIR10 reference genome and aligned at the 5′- and 3′-ends (dashed lines). Average CG methylation was calculated for 100-bp intervals and plotted for untreated *jas-3* and the DMSO controls and for suppressor and nonsuppressor lines in the eM2 generation, showing that the loss of CG methylation occurs specifically in the suppressor lines. B, Heatmap representation of CG methylation levels at hypomethylated CG DMRs detected in the suppressor lines (Aza1, Aza14, Aza18, and Aza25) compared to the untreated control *jas-3*. Average CG methylation mapping to these DMRs is presented as a heatmap for untreated *jas-3* (two replicates) and the DMSO controls (two replicates), suppressors, and nonsuppressors. C, Hypomethylated CG DMRs detected in each suppressor line were mapped to the genomic features annotated in the TAIR10 reference genome, showing that the majority of DMRs overlap with protein-coding genes and transposable elements (TEs). D, Venn diagram shows a significant overlap between differentially methylated 100-bp bins detected in the three strongest suppressor lines (Aza1, Aza18, and Aza25). The statistical significance of the observed overlap was calculated using the R package SuperExactTest (Wang et al., 2015).

Interestingly, some DMRs segregated in the eM3 generation, thus suggesting allelic variations in DNA methylation levels in the progenitor line Aza1 eM2. This includes a large region in chromosome 1 whose CG methylation level was restored almost completely in Aza1-2, but remained hypomethylated in Aza1-1 (Figure  3C). Perhaps such differences explain the higher levels of triploid block in Aza1-2 (Figure  3A), although in the majority of DMRs (67% in Aza1-1 and 56% in Aza1-2), at least 80% of CG methylation that was lost in the progenitor line Aza1 eM2 was restored (Figure  3, B and C), thus indicating that certain epigenetic states were already fixed. Further analyses of the methylomes of additional lines and in different generations will be required for a robust evaluation of epiallele segregation in this population. However, since the triploid block response remained relatively low in eM3 lines compared to the DMSO controls (Figure  3A), we can conclude that DMRs with fully restored CG methylation in eM3 are likely not major contributors to the suppressive effect observed in the eM2 generation.

### Paternally expressed genes are transiently downregulated in the suppressor lines

Previous studies in Arabidopsis and crops have shown that the triploid block leads to striking changes in the gene expression program of the developing triploid seed (Stoute et al., 2012; Schatlowski et al., 2014). Most notably, the expression of many PEGs is upregulated in abortive triploid seeds and is restored to wild-type (WT) diploid levels when the triploid block is genetically or epigenetically suppressed (Kradolfer et al., 2013; Schatlowski et al., 2014; Wolff et al., 2015; Martinez et al., 2018; Batista et al., 2019; Satyaki and Gehring, 2019). Therefore, we performed transcriptome analysis by mRNA sequencing of developing siliques collected 6–9 days post anthesis, as previously described (Mizzotti et al., 2018). 

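Messenger RNA was sequenced from 14 libraries in 5 groups, each library made from 3 siliques. The groups were WT Col-0 (n = 2), untreated jas-3 (n = 2), jas-3 DMSO control plants (n = 3), and the suppressor line Aza1, derived from treatment with 100 µg/mL 5-Azacytidine, in the eM2 generation (n = 3) and in the eM3 generation (n = 4). The labels of the deposited libraries call these generations of Aza1 eM1 and eM2, and the paper's names are used here. All Aza1 libraries come from the same treated line, so their spread does not measure that between treated lines. The authors deposited the number of reads counted on 109972 features of TAIR10, without normalization, of which 27394 were genes, 31189 were transposable elements (TEs) and 51389 were intergenic regions. Total gene counts per library lay between 40526464 and 43974069, with a median of 41532174. These totals were 2.058 to 2.125 times the uniquely mapped pairs of Supplemental Data Set S1, and 73.7% to 79.0% of the gene counts from 1 to 20 were even, so the mates of a pair were counted separately and a count holds fewer independent fragments than its size. Differential expression was tested with edgeR's quasi-likelihood test in one fit of all libraries, over the 22359 genes that passed its filter on low counts. Genes were called at a log2 fold change of at least 2 in either direction and an adjusted p-value under 0.01, the thresholds in the paper's methods.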

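JASON (AT1G06660, chromosome 1, 2037311 to 2040246), the gene mutated in jas-3, had 14 and 14 counts in the WT libraries and 188 and 225 counts in the libraries labelled jas-3. It had 169, 148 and 111 counts in the DMSO libraries, 80, 109 and 87 counts in the Aza1 eM2 libraries, and 93, 196, 140 and 138 counts in the Aza1 eM3 libraries. Its log2 fold change in the libraries labelled jas-3 against WT was 3.04 (standard error 0.40, adjusted p = 0.000138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so its counts were higher under the label of its mutant allele than in WT. Counts on the whole gene do not show where in it the reads lie, so this direction cannot decide whether the labels are right. Directions are therefore given for the libraries labelled jas-3. The annotated gene shares 56 bases with AT1G06650, and the counts do not tell to which gene the reads on these bases were assigned.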

Comparisons between WT Col-0 and *jas-3* mutant siliques revealed 668 downregulated and 1,804 upregulated genes in *jas-3* (Figure  4A; Supplemental Data Set S3). 

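Of the genes tested, 1582 were called up, JASON among them, and 446 were called down in the libraries labelled jas-3 against WT. All 2028 called genes had every library of one group above every library of the other, a separation shown by 72% of all tested genes and given by chance for 33.3% of genes. With at least 10 counts required in every library, the alternative that moved the number of genes called up most, 541 genes were called up. AT1G26796 (chromosome 1, 9278953 to 9279482) had 0 and 0 counts in the WT libraries and 2792 and 4638 counts in the libraries labelled jas-3, at least 731-fold higher (adjusted p = 5.43e-06, edgeR). AT5G38960 (chromosome 5, 15592992 to 15593783) had 0 and 0 counts in the WT libraries and 2035 and 2338 counts in those labelled jas-3, at least 533-fold higher (adjusted p = 2.75e-06, edgeR). NSP2 (AT2G33070, chromosome 2, 14028282 to 14031164) had 627 and 15521 counts in WT and 0 and 2 counts in the libraries labelled jas-3, at least 288-fold lower (adjusted p = 0.00874, edgeR). NHL22 (AT4G09590, chromosome 4, 6066128 to 6066763), of which 74.5% of the windows of 100 bases occur once in the genome, had 32 and 517 counts in WT and 0 and 0 counts in the libraries labelled jas-3, at least 14-fold lower (adjusted p = 0.0027, edgeR). Seed storage protein genes took 36.7% and 42.5% of the gene counts in the WT libraries and 8% and 17% in the libraries labelled jas-3, and WT lay outside all other libraries in 4 of 5 mapping statistics of Supplemental Data Set S1. With the share of these genes as a covariate, added after the data had been seen, 867 genes were called up and 29 were called down, and the log2 fold change of NSP2 changed sign to 4.66 (adjusted p = 0.757, edgeR, with a range of 0.00692 to 0.757 over its alternatives). The share may itself follow from genotype, so this fit does not show that the genes lost in it were false calls.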

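Against WT, 1664 genes were called up and 667 were called down in the DMSO libraries. Of the genes called up in the libraries labelled jas-3, 1419 (89.7%) were also called up in the DMSO libraries, against 118 expected by chance, a 12.05-fold excess. Both comparisons use the same WT libraries, so the overlap does not come from independent experiments. Of the genes called down in the libraries labelled jas-3, 344 (77.1%) were also called down in the DMSO libraries. AT4G19240 (chromosome 4, 10527800 to 10529092) had 3203 and 2660 counts in the WT libraries and 0, 0 and 0 counts in the DMSO libraries, at least 1463-fold lower (adjusted p = 0.00503, edgeR). AT1G26796, which had 6632, 6088 and 4311 counts in the DMSO libraries, was among the genes called up.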

Similar analysis between WT and DMSO control plants showed a strong overlap between upregulated genes in untreated *jas-3* and DMSO control plants (Supplemental Figure S8 and Supplemental Data Set S3). These observations, together with the strong correlation between *jas-3* and DMSO replicates (Supplemental Figure S9), show that DMSO treatment does not induce major changes in the transcriptome of developing *jas-3* siliques.

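The Euclidean distance between libraries on log2 CPM, counts scaled to the library size, averaged 99.3 ± 15.3 (SD, 6 pairs) between the libraries labelled jas-3 and the DMSO libraries. It was 93.3 between the libraries labelled jas-3 and 89.5 ± 7.4 (SD, 3 pairs) among the DMSO libraries, so the distance between the groups was 1.10 times the mean distance within them. The DMSO libraries lay 261 ± 21.2 (SD, 6 pairs) from the WT libraries. Across genes, which are not independent replicates, Pearson's r between a library labelled jas-3 and a DMSO library was between 0.954 and 0.977. A direct test called 20 genes up and 27 genes down in the DMSO libraries, and 2488 genes had an unadjusted p-value under 0.05, where chance gives 1118. With the replicate number of the labels as a block, 15 genes were called up and 22 were called down, and same-numbered libraries of these groups deviated together with a mean correlation of 0.368. FKF1 (AT1G68050, chromosome 1, 25508676 to 25510889) had 50 and 92 counts in the libraries labelled jas-3 and 1795, 1692 and 2498 counts in the DMSO libraries (log2 fold change 4.87, standard error 0.33, adjusted p = 1.12e-05, edgeR). LHY (AT1G01060, chromosome 1, 33379 to 37871) had 4126 and 3887 counts in the libraries labelled jas-3 and 470, 386 and 266 counts in the DMSO libraries (log2 fold change -3.35, standard error 0.21, adjusted p = 1.12e-05, edgeR). In the WT libraries, FKF1 had 84 and 90 counts and LHY had 4257 and 3976 counts. AT1G11925 (chromosome 1, 4025930 to 4026732) had 0 and 0 counts in the libraries labelled jas-3 and 26, 26 and 58 counts in the DMSO libraries, at least 7-fold higher (adjusted p = 0.00118, edgeR). AT1G76240 (chromosome 1, 28602811 to 28603929) had 494 and 316 counts in the libraries labelled jas-3 and 34, 26 and 46 counts in the DMSO libraries (log2 fold change -3.42, standard error 0.44, adjusted p = 0.00147, edgeR). In the WT libraries, AT1G11925 had 0 and 0 counts and AT1G76240 had 242 and 268 counts, so all 4 named genes separated the WT libraries together with those labelled jas-3 from the DMSO libraries. From the overlap of the upregulated genes and the correlation between replicates, the paper concludes that DMSO treatment causes no major changes in the transcriptome of jas-3 siliques.

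**Figure D1:**
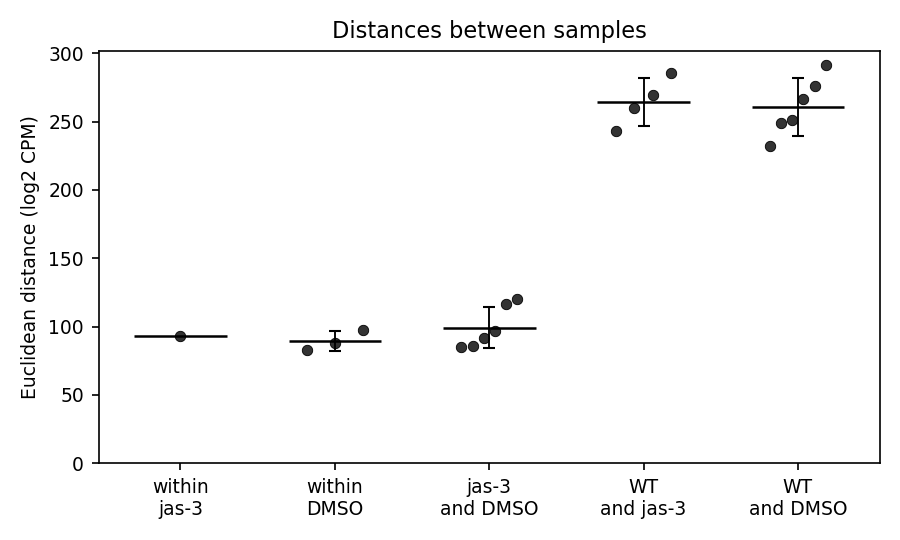
Euclidean distance between pairs of libraries on log2 CPM over the tested genes, by the groups of the pair, where each point is a pair of libraries, each line is a mean and each bar is 1 SD. The 6 pairs of a library labelled jas-3 and a DMSO library lay between 84.9 and 120.0, and the 6 pairs of a WT and a DMSO library lay between 232.2 and 291.4.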

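In the Aza1 eM2 libraries, 322 genes were called down and 16 were called up against the DMSO libraries. All 338 called genes separated the groups completely, which held for 20.7% of all tested genes and which chance gives for 10%. The numbers moved most where at least 10 counts were required in every library, which 41 of the genes called down passed, and 29 were then called down and 0 up, with 2783 genes at an unadjusted p-value under 0.05. AT1G47660 (chromosome 1, 17533941 to 17535551) had 0, 0 and 0 counts in the DMSO libraries and 402, 309 and 717 counts in the Aza1 eM2 libraries, at least 99-fold higher (adjusted p = 0.000807, edgeR). AT5G41660 (chromosome 5, 16656708 to 16658405) had 0, 0 and 2 counts in the DMSO libraries and 346, 3384 and 2410 counts in the Aza1 eM2 libraries, at least 135-fold higher (adjusted p = 0.00101, edgeR). DEG4 (AT1G65640, chromosome 1, 24410851 to 24413527) had 37, 20 and 18 counts in the DMSO libraries and 0, 0 and 0 counts in the Aza1 eM2 libraries, at least 5-fold lower (adjusted p = 0.0063, edgeR). AT5G53640 (chromosome 5, 21788311 to 21790690) had 14, 16 and 10 counts in the DMSO libraries and 0, 0 and 0 counts in the Aza1 eM2 libraries, at least 3-fold lower (adjusted p = 0.00899, edgeR). Seed storage protein genes took 10.7%, 19.5% and 22.6% of the gene counts in the DMSO libraries and 30.7%, 21.8% and 30.1% in the Aza1 eM2 libraries. With this share as a covariate, added after the data had been seen, 222 genes were called down, of which 219 were also called without it. Since the share may itself differ because of the line, the genes lost in this fit are not shown to be false calls.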

We then compared suppressor Aza1 plants from the eM2 generation with the DMSO controls, finding that 470 genes were downregulated in Aza1 eM2, while only 48 were upregulated (fold change ≥2, *P *<* *0.01) (Supplemental Data Set S3). 

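Of the genes called down in Aza1 eM2, 311 (96.6%) were called up in the libraries labelled jas-3 against WT. Chance gives 22.8 genes, so the overlap was 13.65-fold larger, and these comparisons share no library. All 322 genes called down had higher estimated expression in the libraries labelled jas-3 than in WT. The overlap held 19.7% of the genes called up in the libraries labelled jas-3. With the share of seed storage protein counts as a covariate, it held 194 genes (87.4% of those called down).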

As expected, the vast majority of downregulated genes in Aza1 eM2 plants (93%) overlapped with upregulated genes in *jas-3* (versus WT; Supplemental Figure S8). We also performed transcriptome profiling in siliques of four different Aza1 siblings in the eM3 generation, as CG methylation and the triploid block response were partially restored in these plants (Figure  3). Indeed, 368 genes were significantly upregulated in eM3 siliques compared to eM2, while only 28 genes were downregulated in eM3 (fold change ≥2, *P *<* *0.01). 

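Between the Aza1 eM3 libraries and the DMSO libraries, 0 genes were called in either direction. An unadjusted p-value under 0.05 was reached by 1626 genes, of which 960 were higher and 666 were lower in Aza1 eM3, and chance gives 1118. The mean distance on log2 CPM was 101.5 ± 21.2 (SD, 12 pairs) between Aza1 eM3 and DMSO libraries and 100.4 ± 17.4 (SD, 6 pairs) among the Aza1 eM3 libraries.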

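In Aza1 eM3 against Aza1 eM2, 194 genes were called up and 14 were called down. All 208 separated the generations completely, which held for 16.1% of all tested genes and which chance gives for 5.7%. With the libraries of these generations alone in the fit, 0 genes were called up and 3 were called down, while 3446 genes had an unadjusted p-value under 0.05. With the replicate number of the labels as a block, 58 genes were called up and 11 were called down, and same-numbered libraries of these generations had a mean correlation of -0.187 in their deviations. AT2G05915 (chromosome 2, 2263816 to 2264265) had 24, 3 and 0 counts in Aza1 eM2 and 194, 959, 1194 and 402 counts in Aza1 eM3 (log2 fold change 6.01, standard error 0.90, adjusted p = 0.00408, edgeR). AT4G32080 (chromosome 4, 15508231 to 15509111) had 0, 2 and 0 counts in Aza1 eM2 and 80, 18, 70 and 32 counts in Aza1 eM3, at least 6-fold higher (adjusted p = 0.00391, edgeR). AT5G41660 had 0, 0, 0 and 4 counts in Aza1 eM3 (log2 fold change -10.95, standard error 1.00, adjusted p = 0.00112, edgeR). AT1G47265 (chromosome 1, 17324318 to 17324911) had 121, 122 and 130 counts in Aza1 eM2 and 0, 0, 0 and 0 counts in Aza1 eM3, at least 39-fold lower (adjusted p = 0.00224, edgeR).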

Strikingly, most of the 368 upregulated genes in eM3 (90%) overlapped with the downregulated genes in eM2 plants (versus DMSO; Supplemental Figure S8). Indeed, PEGs are significantly represented in this list (Supplemental Figure S8; Pignatta et al., 2014; Wolff et al., 2011; Gehring et al., 2011; Hsieh et al., 2011; Del Toro-De León and Köhler, 2019), including the well-known genes *PHERES1* (*PHE1*) and *ADMETOS* (*ADM*), which have been associated with the triploid block (Figure  4, B and C; Kradolfer et al., 2013; Batista et al., 2019), whose expression was partially restored in the eM3 lines (Figure  4, B and C). 

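Of the genes called up in Aza1 eM3, 187 (96.4%) were among the genes called down in Aza1 eM2, against 2.79 expected by chance. Both comparisons contain the Aza1 eM2 libraries, so a deviation of these libraries alone would also give such an overlap. Under the replicate block, the overlap was 55 genes (94.8%). All 322 genes called down in Aza1 eM2 had higher estimated expression in Aza1 eM3 than in Aza1 eM2, and 315 had lower estimated expression in Aza1 eM3 than in DMSO. Their median log2 fold change was -3.10 in Aza1 eM2 against DMSO, 2.63 in Aza1 eM3 against Aza1 eM2, and -0.48 in Aza1 eM3 against DMSO.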

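Supplemental Data Set S4 lists 244 PEGs, of which 229 were tested. Among the genes called down in Aza1 eM2 against DMSO, 31 were PEGs, against 3.30 expected by chance (9.40-fold, p = 3.1e-21, Fisher's exact test, one-sided, with the tested genes as background). This test treats genes as independent. A test of the whole PEG set that allows for correlation between genes, limma's camera, gave an adjusted p = 0.0554 over 4 contrasts for lower expression in Aza1 eM2 (two-sided, 0.0155 before adjustment), with an estimated correlation of 0.06 between PEGs. The adjustment was chosen after the p-values had been seen. The median log2 fold change of the PEGs was -0.16, against 0.01 for all tested genes, and 157 PEGs had lower estimated expression in Aza1 eM2. The same limma test gave an adjusted p = 0.0554 for higher expression of the set in Aza1 eM3 than in Aza1 eM2 (0.0277 before adjustment), and an adjusted p = 0.223 for Aza1 eM3 against DMSO. PHE1 (AT1G65330, chromosome 1, 24266481 to 24267320) had 0 and 0 counts in WT, 1831 and 896 counts in the libraries labelled jas-3, 1993, 571 and 525 counts in DMSO, 22, 48 and 8 counts in Aza1 eM2, and 789, 163, 1065 and 279 counts in Aza1 eM3. Its log2 fold change was -4.98 in Aza1 eM2 against DMSO (standard error 0.80, adjusted p = 0.00412, edgeR) and 4.23 in Aza1 eM3 against Aza1 eM2 (standard error 0.77, adjusted p = 0.0117, edgeR), the latter short of the threshold. PHE2 (AT1G65300, chromosome 1, 24254929 to 24255765) had a log2 fold change of -5.20 in Aza1 eM2 against DMSO (standard error 0.92, adjusted p = 0.00571, edgeR). In both PHE genes 97.2% of the windows of 100 bases occur once in the genome, and their counts are uncertain where the counting could have split reads between similar genes. ADM (AT4G11940, chromosome 4, 7168173 to 7168967) had 0 and 0 counts in WT, 110 and 112 counts in the libraries labelled jas-3, 129, 99 and 125 counts in DMSO, 14, 30 and 21 counts in Aza1 eM2, and 96, 81, 87 and 89 counts in Aza1 eM3. Its log2 fold change was -2.15 in Aza1 eM2 against DMSO (standard error 0.25, adjusted p = 0.00112, edgeR) and 1.87 in Aza1 eM3 against Aza1 eM2 (standard error 0.24, adjusted p = 0.00305, edgeR), the latter below the fold threshold. The paper states that PEGs are significantly represented among the downregulated genes and that the expression of PHE1 and ADM was partially restored in the eM3 lines.

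**Figure D2:**
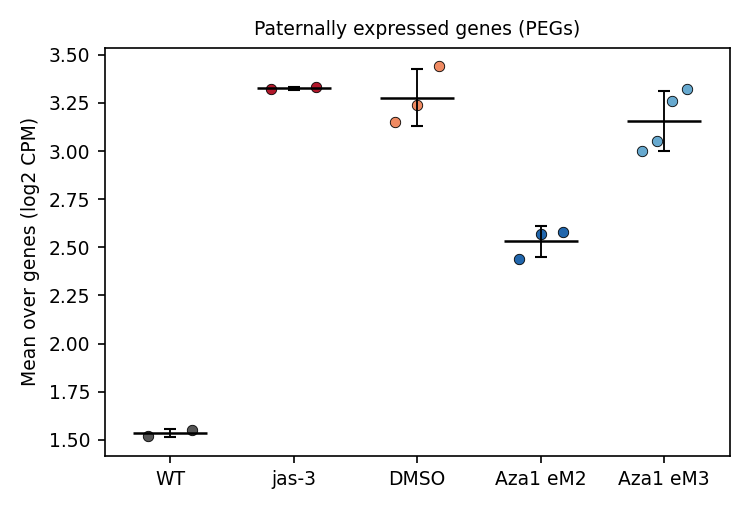
Mean log2 CPM of the tested PEGs in each library, by group, where each point is a library, each line is a group mean and each bar is 1 SD. The Aza1 eM2 libraries lay between 2.44 and 2.58, below the DMSO libraries, which lay between 3.15 and 3.44, and above the WT libraries at 1.52 and 1.55.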

We then compared these results with the lists of DMRs detected in the suppressor line Aza1 eM2 and found that 42 genes were overlapping or within 1-kb proximity (Supplemental Figure S10 and Supplemental Table S1). These genes are potential candidates to explain triploid block suppression in plants treated with 5-Azacytidine.

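All 42 genes of Supplemental Table S1 were tested, and their estimated log2 fold changes in Aza1 eM2 against DMSO had the sign the table gives, from 2.58 to 12.06 for the 22 listed as upregulated and from -7.35 to -2.04 for the 20 listed as downregulated. After adjustment over all tested genes, 25 were called, 12 of those listed as upregulated and 13 of those listed as downregulated. After adjustment over the listed genes alone 41 were called, but the list consists of the paper's own calls on these libraries, so that number shows no stability. AT3G45820 (chromosome 3, 16840030 to 16840983) had 9, 6 and 14 counts in DMSO and 182, 215 and 210 counts in Aza1 eM2 (log2 fold change 4.68, standard error 0.36, adjusted p = 0.000174, edgeR). AT5G36900 (chromosome 5, 14546924 to 14548203) had 10, 9 and 7 counts in DMSO and 396, 1096 and 816 counts in Aza1 eM2 (log2 fold change 6.72, standard error 0.58, adjusted p = 0.000277, edgeR). AT1G66000 (chromosome 1, 24574344 to 24575438) had 92, 63 and 44 counts in DMSO and 1, 2 and 2 counts in Aza1 eM2, at least 13-fold lower (adjusted p = 0.00101, edgeR). AT5G10660 (chromosome 5, 3370518 to 3372348) had 869, 494 and 369 counts in DMSO and 47, 46 and 49 counts in Aza1 eM2 (log2 fold change -3.27, standard error 0.40, adjusted p = 0.00105, edgeR). RR19 (AT1G49190, chromosome 1, 18191267 to 18193782) had 7548, 4680 and 3764 counts in DMSO and 238, 248 and 428 counts in Aza1 eM2 (log2 fold change -3.78, standard error 0.49, adjusted p = 0.00126, edgeR). The methylation data behind the choice of these genes were not analysed here.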

### Chemically induced hypomethylation allows interploidy and interspecific hybridization barriers to be bypassed

Endosperm-based hybridization barriers are frequently observed during interploidy and interspecific crosses in a variety of plant species (Lafon-Placette and Köhler, 2016). We therefore asked if genome-wide epimutagenesis induced by 5-Azacytidine could suppress hybridization barriers in crosses between plants of different ploidy or between different species. To test this hypothesis, we first treated tetraploid Arabidopsis plants in the Col-0 background with 100-µM 5-Azacytidine during seed germination. In agreement with the results in *jas-3* mutants, we obtained 40% viable triploid seeds when using pollen from 5-Azacytidine-treated tetraploid plants to pollinate nontreated diploid Col-0 plants (Figure  5A), while only 10% of triploid seeds were viable in the control cross using pollen from DMSO-treated plants. These results show that triploid block suppression after treatment with 5-Azacytidine is not dependent on the method used to produce diploid pollen.

**Figure 3:**
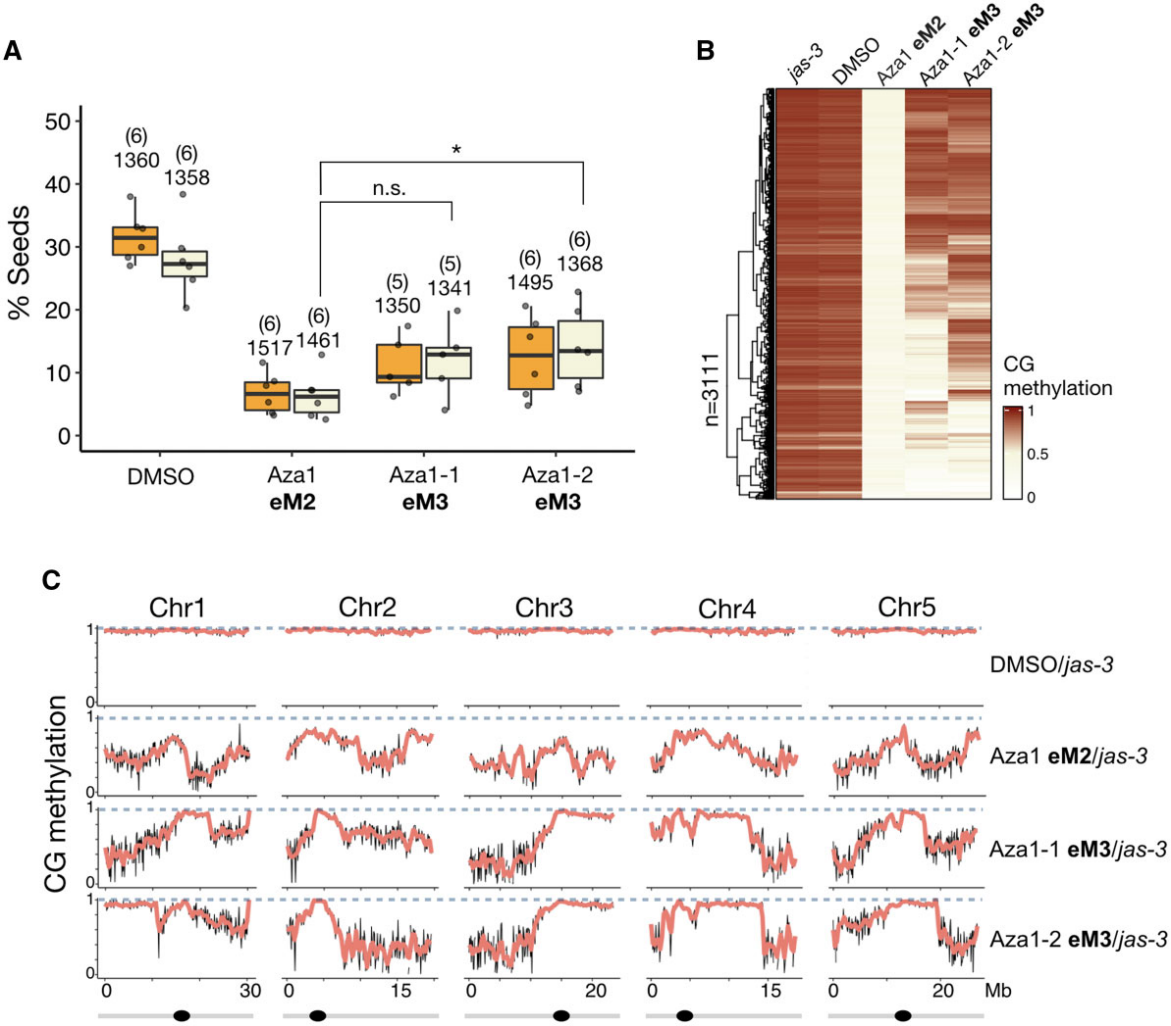
The triploid block response and CG methylation are partially restored two generations after treatment with 5-Azacytidine. A, Seed abortion (orange) and germination (ivory) assays were performed for two consecutive generations after treatment with 5-Azacytidine (eM2 and eM3), showing that the triploid block response is only partially restored in two independent lines in the third generation after epimutagenesis (eM3). Numbers above each box indicate the number of siblings (top) and total number of seeds (bottom) counted. Statistical significance was calculated by ANOVA with a post hoc Dunnett test, using Aza1 as the reference group (n.s. is not significant, *P ≤ 0.05). Boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum (Q1 −1.5*IQR) and maximum (Q3 + 1.5*IQR) values. B, Average CG methylation mapping to hypomethylated CG DMRs detected between the suppressor line Aza1 and the untreated control *jas-3* is presented as a heatmap for untreated jas-3 (two replicates) and DMSO (two replicates), Aza1 eM2, and two eM3 lines (Aza1-1 and Aza1-2), showing that CG methylation is partially restored in eM3 lines at these regions. C, CG methylation of untreated *jas-3*, DMSO, eM2, and eM3 lines was mapped to 100-kb bins across the Arabidopsis genome. CG methylation levels in the DMSO, eM2, and eM3 datasets were then divided by the levels in *jas-3* and plotted separately for all five chromosomes to show patterns of hypomethylation. This shows that for most of the genome, the distribution of CG hypomethylation is identical between the two eM3 lines, although there are particular loci where CG methylation is segregating. A schematic of each chromosome is illustrated below the metaplots, showing approximate centromere locations as black dots.

**Figure 4:**
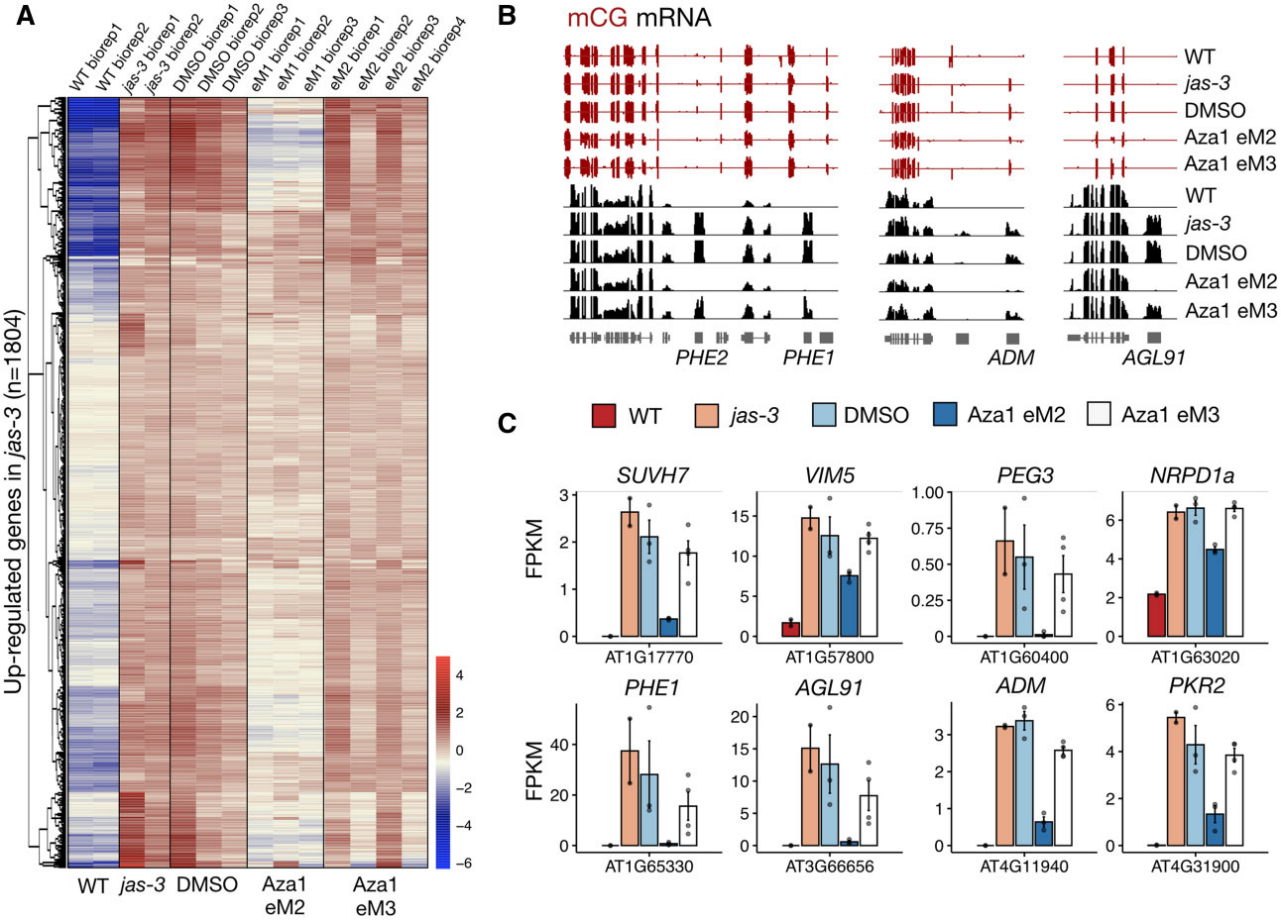
Paternally expressed genes are downregulated in the suppressor lines. A, Differential expression analysis was performed between WT Col-0 and *jas-3* mutant siliques, and 1,804 genes were found to be upregulated in *jas-3* (fold change ≥2, adjusted *P* <0.01). Transformed raw counts for these genes are presented as a heatmap for WT, *jas-3* and DMSO, Aza1 eM2, and eM3 biological replicates (see “Materials and Methods”), to show that a proportion of genes that are upregulated in the untreated *jas-3* and DMSO controls are transiently downregulated in the first generation after treatment with 5-Azacytidine. B, Genome browser tracks display CG methylation (pooled seedlings) and mRNA levels (siliques) in WT, *jas-3*, DMSO, Aza1 eM2, and Aza1 eM3 plants. C, Expression of selected PEGs was normalized as fragments per kilobase per million and plotted as barplots showing individual values (dots), mean, and error bar (*n*=2 for WT and *jas-3*, *n*=3 for DMSO and Aza1 eM2, *n*=4 for Aza1 eM3).

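Of the genes called up in the libraries labelled jas-3, 1564 (98.9%) are in the paper's list of upregulated genes in Supplemental Data Set S3. The legend gives the threshold as a fold change where the methods give a log2 fold change. At a fold change of at least 2, 2501 genes were called up and 1105 were called down in the libraries labelled jas-3.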

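The mean log2 CPM of the genes called up in the libraries labelled jas-3 was 2.52 ± 0.33 (SD, n = 3) in DMSO, 1.31 ± 0.17 (SD, n = 3) in Aza1 eM2 and 2.34 ± 0.26 (SD, n = 4) in Aza1 eM3. The libraries labelled jas-3 and the WT libraries, from which the genes were chosen, had means of 2.70 ± 0.11 (SD, n = 2) and -1.81 ± 0.12 (SD, n = 2). Each Aza1 eM2 library lay below each DMSO library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow) and below each Aza1 eM3 library (exact permutation test, two-sided, p = 0.029, the smallest p that 3 libraries against 4 allow). Aza1 eM3 and DMSO differed by less than the spread between libraries (exact permutation test, two-sided, p = 0.486). The median log2 fold change of these genes was -0.83 in Aza1 eM2 against DMSO, with 1338 genes lower and 244 higher, and -0.15 in Aza1 eM3 against DMSO, with 1034 lower and 548 higher.

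**Figure D3:**
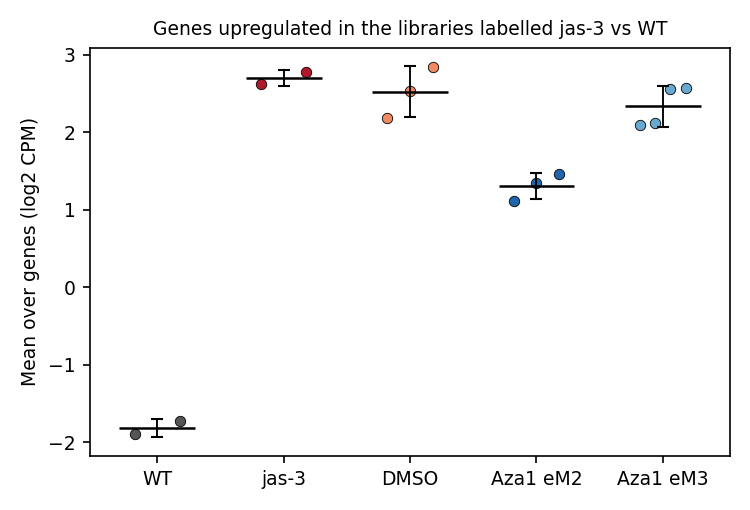
Mean log2 CPM of the 1582 genes called up in the libraries labelled jas-3 against WT, in each library by group, where each point is a library, each line is a group mean and each bar is 1 SD. The Aza1 eM2 libraries lay between 1.12 and 1.46 and the DMSO libraries between 2.19 and 2.85, and the difference between WT and the libraries labelled jas-3 follows from how the genes were chosen.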

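FPKM were computed here from the counts, the length of the annotated gene and the total gene count of each library, and they carry the separate counting of mates. Of the genes plotted, 4 (ADM, AGL91, SUVH7 and PHE1) were called down in Aza1 eM2 against DMSO. AGL91 (AT3G66656, chromosome 3, 2091262 to 2091798) had 13 ± 8.11 (SD, n = 3) FPKM in DMSO, 0.6 ± 0.36 (SD, n = 3) in Aza1 eM2 and 7.97 ± 4.75 (SD, n = 4) in Aza1 eM3. Its log2 fold change in Aza1 eM2 against DMSO was -4.15 (adjusted p = 0.00244, edgeR). SUVH7 (AT1G17770, chromosome 1, 6120741 to 6122822) had 2.18 ± 0.635 (SD, n = 3) FPKM in DMSO, 0.38 ± 0.0251 (SD, n = 3) in Aza1 eM2 and 1.83 ± 0.534 (SD, n = 4) in Aza1 eM3, with a log2 fold change of -2.23 in Aza1 eM2 against DMSO (adjusted p = 0.00112, edgeR). PEG3 (AT1G60400, chromosome 1, 22254405 to 22255798) had 58, 30 and 12 counts in DMSO and 2, 0 and 0 counts in Aza1 eM2, where 3 counts correspond to 0.052 FPKM, and it was not called (adjusted p = 0.0152, edgeR). PKR2 (AT4G31900, chromosome 4, 15431350 to 15438678) had 4.44 ± 1.47 (SD, n = 3) FPKM in DMSO and 1.38 ± 0.651 (SD, n = 3) in Aza1 eM2, and its difference did not pass the threshold (adjusted p = 0.0563, edgeR). VIM5 (AT1G57800, chromosome 1, 21408623 to 21412283) had between 10.4 and 17.8 FPKM in DMSO and between 6.93 and 8.37 in Aza1 eM2, and NRPD1a (AT1G63020, chromosome 1, 23354685 to 23362564) had 6.84 ± 0.649 (SD, n = 3) and 4.63 ± 0.221 (SD, n = 3). With TMM normalization, which allows for a few genes taking a large share of the counts, the log2 fold changes of VIM5 and NRPD1a were -0.45 (adjusted p = 0.149, edgeR) and -0.29 (adjusted p = 0.264, edgeR).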

We then performed interspecific hybridizations between *Capsella rubella* and *Capsella grandiflora*, as crosses between these species resemble the triploid block when *C. grandiflora* is used as the male parent (Rebernig et al., 2015). *Capsella* *grandiflora* plants were treated with 100-µM 5-Azacytidine and pollen from treated plants was used to pollinate nontreated *C. rubella* plants. Strikingly, ∼30% of hybrid seeds were plump and appeared normal, and ∼40% of seeds were less severely collapsed compared to the control DMSO crosses, which resulted in 100% completely collapsed seeds (Figure  5B). When these hybrid seeds were tested in germination assays, ∼15%–20% of hybrid seeds could germinate in the crosses where the male parent was treated with 5-Azacytidine (Figure  5B), while none of the seeds germinated in the control cross. Collectively, our data show that DNA hypomethylation induced by 5-Azacytidine treatment can suppress hybrid seed lethality in both interploidy and interspecific crosses.

**Figure 5:**
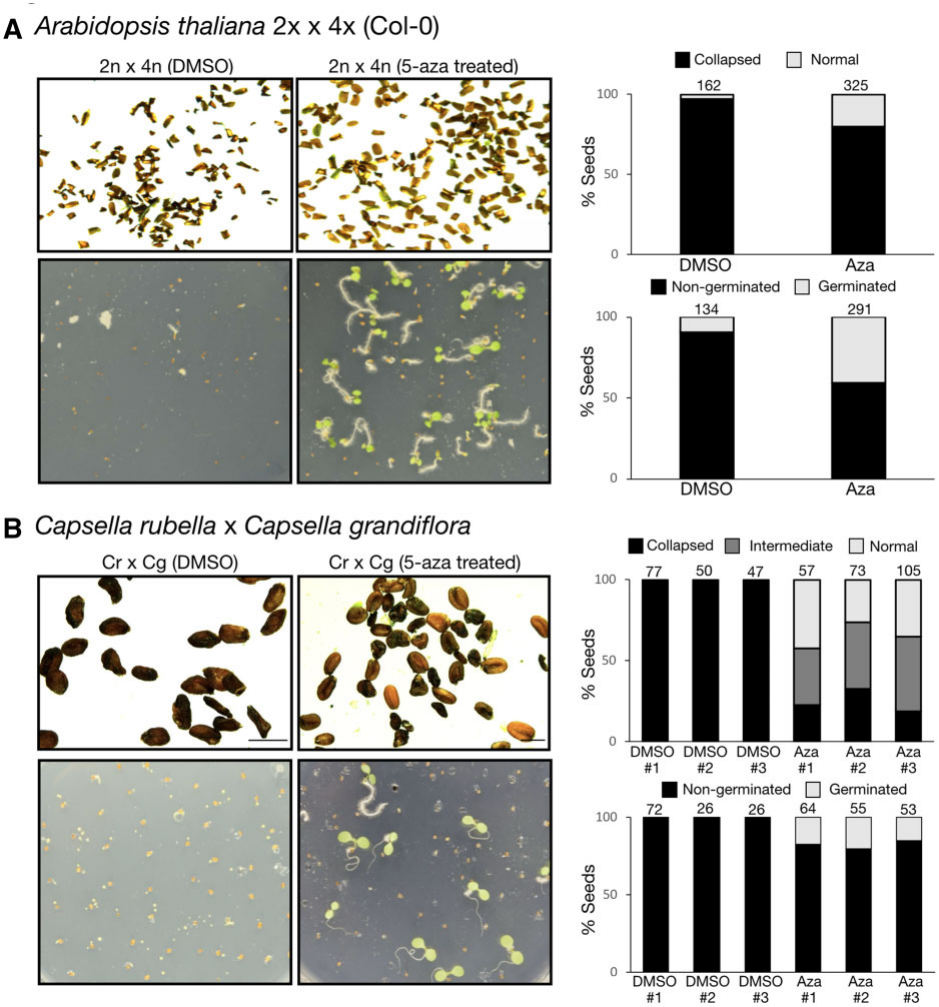
Chemically induced epimutagenesis allows interploidy and interspecific hybridization barriers to be bypassed. A, Pollen from tetraploid Arabidopsis plants in the Col-0 background was used to pollinate diploid Col-0 plants. Triploid seeds resulting from this cross aborted at high frequencies when the paternal parent was treated with DMSO, while 40% of viable triploid seeds were detected when pollen was derived from plants that had been treated with 5-Azacytidine. Barplots show the percentage of collapsed seeds (upper) and germination (lower) for each cross. B, In interspecific crosses between diploid *Capsella rubella* (*Cr*) and *Capsella grandiflora* (*Cg*), hybrid seeds aborted, resembling interploidy hybridizations with paternal excess. When *C. grandiflora* plants were treated with 5-Azacytidine, ∼20% of hybrid seeds germinated. Barplots show the percentage of collapsed seeds (upper) and germination (lower) for each cross. Scales bars represent 750 µm.

## Discussion

The triploid block is a classic example of dosage regulation. Our recent studies have demonstrated how plants use epigenetic mechanisms to sense and control parental genome dosage in crosses between parents with differing ploidy (Schatlowski et al., 2014; Jiang et al., 2017; Borges et al., 2018; Martinez et al., 2018; Wang et al., 2018; Satyaki and Gehring, 2019; Dziasek et al., 2021; Florez-Rueda et al., 2021). Differential DNA methylation between parental genomes is essential for seed development and genomic imprinting (Adams et al., 2000; Choi et al., 2002; Xiao et al., 2006), and DNA methylation at the paternal genome is required to trigger the triploid block in Arabidopsis (Schatlowski et al., 2014; Satyaki and Gehring, 2019; Wang et al., 2021). However, and despite the recent advances, the mechanistic aspects of this complex process remain largely unclear.

In this study, we demonstrate that the triploid block is bypassed in epimutagenized plants treated with the cytosine analog 5-Azacytidine, which induces DNA hypomethylation. We found that the suppression level was highly correlated with a genome-wide and transgenerational loss of DNA methylation that occurred mostly in the CG context (Figure  2; Supplemental Figure S4). Interestingly, independent suppressor lines showed a strong loss of CG methylation at different loci, while nonsuppressors had almost normal levels of CG methylation (Figure  4B). The reason for this variability among treated plants remains to be explored, but one possibility is that only a fraction of plants treated with 5-Azacytidine are able to transmit DNA hypomethylation to their germline, and from there to the next generation.

We were able to validate previous results showing that DNA hypomethylation of the paternal genome is what allows triploid seeds to be viable (Schatlowski et al., 2014; Satyaki and Gehring, 2019; Wang et al., 2021). In previous studies, ectopic CHG methylation at PEGs was observed in the endosperm carrying a hypomethylated paternal genome derived from diploid *met1* pollen and was associated with triploid block suppression (Schatlowski et al., 2014). However, only one of the suppressor lines in our study showed a small number of loci with ectopic CHG methylation (Supplemental Figure S6), thus suggesting that this mechanism is unlikely responsible for PEG suppression in 5-Azacytidine-treated plants. Nevertheless, DNA methylation analyses in the developing endosperm of different suppressor lines will be required to fully evaluate this hypothesis.

Notably, we found a significant number of DMRs overlapping between the three strongest suppressors lines Aza1, Aza18, and Aza25 (Figure  2D). It is tempting to speculate that a particular epiallele (or epialleles) involved in the triploid block is within this list of 253 DMRs (Supplemental Data Set S2), although there is no clear overlap with genes previously associated with the triploid block (Supplemental Data Set S2). However, among all CG and CHG DMRs detected in the strong suppressor line Aza1 eM2, we identified 42 differentially expressed genes that could explain the suppressive effect (Supplemental Table S1 and Supplemental Figure S10). Alternatively, triploid block suppression in epimutagenized plants may simply require that a certain amount of the genome remains hypomethylated, independent of location. Comparisons between plants in the eM2 and eM3 generations support this idea, as DNA methylation was restored at only a fraction of hypomethylated CG DMRs detected in eM2 (Figure  3B), but the majority of genes that were downregulated in eM2 were significantly upregulated in eM3 (Supplemental Figure S7). Thus, genome-wide CG methylation levels of the paternal genome might somehow function as a “ploidy sensor” in the developing endosperm by attracting or repulsing epigenetic modulators of genomic imprinting. The most obvious candidates for this interplay are the paternal DNA methylation and maternal PRC2 pathways, which seem to be mutually exclusive at certain loci (Deleris et al., 2012; Zervudacki et al., 2018; Rougée et al., 2020) and have been independently implicated in the triploid block (Erilova et al., 2009; Martinez et al., 2018; Satyaki and Gehring, 2019; Wang et al., 2021).

Our work also shows that chemically induced epimutagenesis allows interspecific hybridization barriers to be bypassed in crosses between the Capsella species *C. rubella* and *C. grandiflora* (Figure  5B). Interestingly, CHG and CHH methylation was shown to decrease in Capsella hybrid endosperm, while CG methylation increased (Dziasek et al., 2021). However, it remains to be explored whether the increase in CG methylation is what causes hybrid seed defects in interspecific crosses, rather than the decrease in CHG and CHH methylation.

In conclusion, our study demonstrates that 5-Azacytidine can be successfully used as a tool to facilitate the generation of triploid seeds and interspecific F1 hybrids in different plant systems. We believe this method could be applicable to a wide range of species, including crops of high agronomic interest, thus providing a convenient and cheap strategy to facilitate modern plant breeding.

## Materials and methods

### Plant growth and chemically induced epimutagenesis

The mutant *A.* *thaliana* allele *jas-3* (SAIL_813_H03, Col-0 background) was used in this study. Diploid seeds from *jas-3* mutants were surface sterilized with 50% bleach for 5 min, rinsed with sterile deionized water, sown on agar plates containing 0.5X Murashige and Skoog (MS) medium, 1% sucrose, pH = 5.7, and different concentrations (25, 50, and 100 µg·mL^−1^) of 5-Azacytidine (Sigma), and placed in a growth chamber at 23°C, 70% humidity, 120 μE m^−2^ light with a 16-h light/8-h dark (long days) photoperiod. DMSO solvent was used as a control treatment. Seedlings were transferred to soil after 2 weeks and maintained in a greenhouse under long-day conditions to complete the lifecycle.

### Triploid block quantification

Dry seeds from five siliques were collected and imaged under a stereoscopic microscope (Nikon), and the triploid block was quantified by counting the number of aborted seeds. The same set of seeds was then surface-sterilized using 50% bleach and ethanol, rinsed once with ethanol 96%, and air-dried. The seeds were sown on agar plates containing 0.5X MS medium, 1% sucrose, pH = 5.7, stratified for 2 days at 4°C, and transferred to growth chambers at 23°C, 70% humidity, 120 μE m^−2^ light with a 16-h light/8-h dark (long days) photoperiod germination rate was initially quantified on 4- to 5-days-old seedlings, then adjusted after 7 days if necessary to account for germination delays.

### Analysis of pollen ploidy by flow cytometry

Pollen ploidy in the *jas-3* mutants was analyzed by collecting open flowers from individual plants into Eppendorf tubes, vortexing in 2 mL of 100-mM sodium phosphate buffer (pH 7) for 3 min, and filtering through a 50-µm nylon mesh. Pollen populations are characterized by an elevated high angle scatter (SSC) and autofluorescence, which allows haploid (1*n*) and diploid (2*n*) pollen to be discriminated, as previously described (Erilova et al., 2009; Storme and Geelen, 2011). These two populations were gated and quantified (Supplemental Figure S2). For ploidy analysis of nuclei, leaf tissue was chopped in 2 mL of Galbraith buffer (45-mM MgCl_2_, 20-mM MOPS, 30-mM sodium citrate, 1% (v/v) Triton X-100, pH 7.0) using a razor blade, filtered through a 50-µm mesh, stained with SYBR Green dye (Lonza), and analyzed on a CyFlow Space flow cytometer (Sysmex).

### Whole-genome bisulfite sequencing and DNA methylation analysis

Bulked seeds from each Aza line, two *jas-3* and two DMSO plants were germinated on MS plates. Genomic DNA was isolated from ten pooled seedlings using a Quick DNA purification kit (Zymo), and library preparation and sequencing were performed by BGI Genomics (Hong Kong). Briefly, genomic DNA was fragmented by sonication, end-repaired, and ligated to methylated adaptors. After bisulfite treatment, bisulfite-treated fragments were PCR amplified and sequenced as paired-end 100-bp reads (PE100) with DNBSEQ technology (BGI). Pre-processed and high-quality reads were mapped to the TAIR10 genome using bismark with default settings for paired-end libraries (Krueger and Andrews, 2011), and all figures and downstream analysis were performed using R. DMRs in the CG and CHG contexts were defined as 100-bp bins containing at least four or five differentially methylated CGs or CHGs and with an absolute methylation difference of at least 0.4 or 0.35, respectively. Regions with ectopic CHG methylation were defined as 100-bp bins without methylated CHG in the control dataset (untreated *jas-3*), and containing at least three differentially methylated CHGs with an absolute methylation increase of at least 0.15 in the suppressor lines. Around 100-bp bins localizing within 200 bp of each other were merged, and bins that merged at least once were considered to be DMRs.

### RNA sequencing and analysis

Total RNA was extracted from three siliques 6–9 days after anthesis, as previously described (Mizzotti et al., 2018) using an RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s recommendations for seed tissues (RLC buffer). Sequencing of messenger RNA was performed by BGI Genomics (Hong Kong) using DNBSEQ technology. High-quality raw reads were aligned to the TAIR10 genome using STAR (Dobin et al., 2013). Reads were counted and normalized using the R package DESeq2 (Love et al., 2014). We considered differentially expressed genes to be those displaying a log2 fold-change ≥2, and with an adjusted *P* < 0.01. Graphical outputs were produced using the R packages ggplot2, pheatmap, and ComplexHeatmap. The list of PEGs used in the comparative analysis is presented in Supplemental Data Set S4.

### Interploidy and interspecific hybridizations

Seeds of *C.* *rubella* (accession 48.21) and *C.* *grandiflora* (accession 23.5), as well as diploid and tetraploid Col-0 seeds were surface sterilized with 30% bleach and 70% ethanol, rinsed with distilled water, and sown on agar plates containing 0.5X MS medium and 1% sucrose. Seeds of *C. grandiflora* and tetraploid Col-0 were also sown on agar plates with 0.5X MS medium, 1% sucrose, and 100-µM 5-Azacytidine (Sigma). All plates were placed in a growth chamber with a long-day photoperiod (16 h and 22°C light, 8 h and 19°C darkness) with a light intensity of 110 µE. Seven-day-old seedlings were transferred to pots filled with sterile soil, and plants were grown in a growth chamber with 60% humidity and daily cycles of 16-h light at 21°C and 8-h darkness at 18°C with a light intensity of 150 µE. Flower buds were manually emasculated and pollinated after 2 days. Dry seeds were stored for 30 days for “after-ripening”. They were then surface sterilized and sown on agar plates containing 0.5X MS medium and 1% sucrose. Plates were stratified for 2 days at 4°C and then moved to the growth chamber. Germination rate was scored after 7 days in the growth chamber. The experiment was done in three biological replicates (each replicate contained the offspring of different parental plants).

### Statistical analysis

Statistically significant differences in the percentage of collapsed and nongerminated seeds (Figures  1, A and C and 3A; Supplemental Figure S4A) were calculated by one-way analysis of variance (ANOVA) with a post hoc Dunnett test, using the R packages “ggpubr” and “multcomp”. A Wilcoxon test was used to compare the mean values between the amount of diploid pollen (Supplemental Figure S1B), using the R package “ggpubr”. The statistical significance of the observed overlaps between differentially methylated 100-bp bins (SupplementalFigure S2D) and between differentially expressed genes (Supplemental Figure S8) was calculated using the R package “SuperExactTest” (Wang et al., 2015). These analyses are presented in Supplemental File S1.

### Accession numbers

Sequence data from this article can be found in the NCBI’s Gene Expression Omnibus under the following accession number: GSE179702. A summary of all bisulfite and RNA sequencing data generated in this study is presented in Supplemental Data Set S1.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Quantification of diploid pollen in *jas-3* plants.

**Supplemental Figure S2.** Ploidy analysis by flow cytometry.

**Supplemental Figure S3.** Schematic depicting *jas-3* epimutagenesis and transgenerational analysis of the triploid block in the suppressor lines.

**Supplemental Figure S4.** Suppression of the triploid block in *jas-3* plants treated with 5-Azacytidine is a paternal effect.

**Supplemental Figure S5.** CG, CHG, and CHH methylation profiles at protein-coding genes and transposable elements.

**Supplemental Figure S6.** Differentially methylated regions.

**Supplemental Figure S7.** Ectopic CHG methylation in the suppressor lines.

**Supplemental Figure S8.** Differentially expressed genes in the suppressor lines.

**Supplemental Figure S9.** Clustering of RNA-seq datasets.

**Supplemental Figure S10.** Differentially expressed genes overlapping or within 1-kb proximity of CG and CHG DMRs in Aza1 eM2.

**Supplemental Table S1.** Differentially expressed genes overlapping or within 1-kb proximity of CG/CHG DMRs in Aza1 eM2.

**Supplemental Data Set S1.** Summary of whole-genome bisulfite and RNA-seq datasets.

**Supplemental Data Set S2.** Lists of differentially methylated regions.

**Supplemental Data Set S3.** Lists of differentially expressed genes.

**Supplemental Data Set S4.** Paternally expressed imprinted genes identified in previous studies.

**Supplemental File S1.** Statistical analysis. 

## Supplementary Material

koab284_Supplementary_Data Click here for additional data file.

# Supplementary material for: Bypassing reproductive barriers in hybrid seeds using chemically induced epimutagenesis
**Source:** Plant Cell. 2021 Nov 18;34(3):989–1001. doi: 10.1093/plcell/koab284
**Supplement:** koab284_Supplementary_Data

## Supplemental File S1. Statistical analysis

Sum Sq = Sum of squares; df = degrees of freedom; Mean Sq = Mean Squares

**Figure 1A**

|           | df | Sum Sq | Mean Sq | F-value | Pr(>F)       |
|-----------|----|--------|---------|---------|--------------|
| Treatment | 4  | 2251   | 562.8   | 10.78   | 3.01e-07 *** |
| Residuals | 95 | 4959   | 52.2    |         |              |

Multiple Comparisons of Means: Dunnett Contrasts

Linear Hypotheses:

|                     | Estimate | Std. Error | t value | Pr(> t )   |
|---------------------|----------|------------|---------|------------|
| DMSO - jas-3 == 0   | -0.08833 | 2.79830    | -0.032  | 1.0000     |
| Aza25 - jas-3 == 0  | -6.97444 | 2.52595    | -2.761  | 0.0235 *   |
| Aza50 - jas-3 == 0  | -8.02762 | 2.68497    | -2.990  | 0.0126 *   |
| Aza100 - jas-3 == 0 | 11.76943 | 2.18025    | -5.398  | <0.001 *** |

---

Signif. codes: 0 '\*\*\*' 0.001 '\*\*' 0.01 '\*' 0.05 '.' 0.1 ' ' 1

**Figure 1C**

|           | df | Sum Sq | Mean Sq | F-value | Pr(>F)       |
|-----------|----|--------|---------|---------|--------------|
| Treatment | 4  | 2658.0 | 664.5   | 18.43   | 3.61e-07 *** |
| Residuals | 25 | 901.1  | 36.0    |         |              |

Multiple Comparisons of Means: Dunnett Contrasts

Linear Hypotheses:

|                   | Estimate | Std. Error | t value | Pr(> t )   |
|-------------------|----------|------------|---------|------------|
| Aza1 - DMSO == 0  | -21.596  | 3.466      | -6.230  | <0.001 *** |
| Aza5 - DMSO == 0  | 3.559    | 3.466      | 1.027   | 0.6961     |
| Aza14 - DMSO == 0 | -9.320   | 3.466      | -2.689  | 0.0418 *   |
| Aza26 - DMSO == 0 | 2.117    | 3.466      | 0.611   | 0.9287     |

---

Signif. codes: 0 '\*\*\*' 0.001 '\*\*' 0.01 '\*' 0.05 '.' 0.1 ' ' 1

**Figure 2D**

| Intersections                          | Degree | Observed Overlap | Expected Overlap | FE       | P-value |
|----------------------------------------|--------|------------------|------------------|----------|---------|
| jas-3_aza25                            | 1      | 10405            | NA               | NA       | NA      |
| jas-3_aza18                            | 1      | 16981            | NA               | NA       | NA      |
| jas-3_aza18 & jas-3_aza25              | 2      | 2784             | 148.2939         | 18.7735  | 0       |
| jas-3_aza1                             | 1      | 17495            | NA               | NA       | NA      |
| jas-3_aza1 & jas-3_aza25               | 2      | 3763             | 152.7826         | 24.6298  | 0       |
| jas-3_aza1 & jas-3_aza18               | 2      | 4760             | 249.3419         | 19.0903  | 0       |
| jas-3_aza1 & jas-3_aza18 & jas-3_aza25 | 3      | 1316             | 2.1775           | 604.3668 | 0       |

**Figure 3A**

|           | df | Sum Sq | Mean Sq | F-value | Pr(>F)       |
|-----------|----|--------|---------|---------|--------------|
| Treatment | 3  | 3616   | 1205.5  | 47.85   | 1.32e-13 *** |
| Residuals | 42 | 1058   | 25.2    |         |              |

Multiple Comparisons of Means: Dunnett Contrasts

Linear Hypotheses:

|                    | Estimate | Std. Error | t value | Pr(> t ) |
|--------------------|----------|------------|---------|----------|
| Aza1-1 - Aza1 == 0 | 5.599    | 3.262      | 1.717   | 0.1867   |
| Aza1-2 - Aza1 == 0 | 7.675    | 3.110      | 2.468   | 0.0493 * |

---

Signif. codes: 0 '\*\*\*' 0.001 '\*\*' 0.01 '\*' 0.05 '.' 0.1 ' ' 1

**Supplemental Figure S1B**

|           | statistic | p-value | p.signif | method   |
|-----------|-----------|---------|----------|----------|
| DMSO-Aza1 | 17        | 0.937   | ns       | Wilcoxon |

**Supplemental Figure S4A**

|           | df | Sum Sq | Mean Sq | F-value | Pr(>F)       |
|-----------|----|--------|---------|---------|--------------|
| Treatment | 3  | 2932.1 | 977.4   | 70.3    | 4.33e-06 *** |
| Residuals | 8  | 111.2  | 13.9    |         |              |

Multiple Comparisons of Means: Dunnett Contrasts

Linear Hypotheses:

|                        | Estimate | Std. Error | t value | Pr(> t )   |
|------------------------|----------|------------|---------|------------|
| DMSOx Aza1 - Aza1 == 0 | -4.406   | 3.045      | -1.447  | 0.388      |
| Aza1xDMSO - Aza1 == 0  | 33.750   | 3.045      | 11.086  | <0.001 *** |

### Supplemental Figure S8A

| Intersections                        | Degree | Observed Overlap | Expected Overlap | FE      | P-value |
|--------------------------------------|--------|------------------|------------------|---------|---------|
| up in DMSO vs WT                     | 1      | 1856             | NA               | NA      | NA      |
| up in jas-3 vs WT                    | 1      | 1804             | NA               | NA      | NA      |
| up in jas-3 vs WT & up in DMSO vs WT | 2      | 1584             | 123.0377         | 12.8741 | 0       |

### Supplemental Figure S8B

| Intersections                                                             | Degree | Observed Overlap | Expected Overlap | FE       | P-value |
|---------------------------------------------------------------------------|--------|------------------|------------------|----------|---------|
| up in Aza1 eM3 vs Aza1 eM2                                                | 1      | 368              | NA               | NA       | NA      |
| down in Aza1 eM2 vs DMSO                                                  | 1      | 470              | NA               | NA       | NA      |
| down in Aza1 eM2 vs DMSO & up in Aza1 eM3 vs Aza1 eM2                     | 2      | 331              | 6.3558           | 52.0785  | 0       |
| up in jas-3 vs WT                                                         | 1      | 1804             | NA               | NA       | NA      |
| up in jas-3 vs WT & up in Aza1 eM3 vs Aza1 eM2.                           | 2      | 333              | 24.3954          | 13.6501  | 0       |
| up in jas-3 vs WT & down in Aza1 vs DMSO.                                 | 2      | 436              | 31.1572          | 13.9936  | 0       |
| up in jas-3 vs WT & down in Aza1 eM2 vs DMSO & up in Aza1 eM3 vs Aza1 eM2 | 3      | 323              | 0.4213           | 766.6077 | 0       |

### Supplemental Figure S8C

| Intersections                   | Degree | Observed Overlap | Expected Overlap | FE     | P-value      |
|---------------------------------|--------|------------------|------------------|--------|--------------|
| PEGs                            | 1      | 245              | NA               | NA     | NA           |
| down in Aza1 eM2 vs DMSO        | 1      | 470              | NA               | NA     | NA           |
| down in Aza1 eM2 vs DMSO & PEGs | 2      | 38               | 4.2314           | 8.9804 | 5.122986e-25 |

# Supplementary material for: Bypassing reproductive barriers in hybrid seeds using chemically induced epimutagenesis
**Source:** Plant Cell. 2021 Nov 18;34(3):989–1001. doi: 10.1093/plcell/koab284
**Supplement:** koab284_Supplementary_Data

## SUPPLEMENTAL DATA

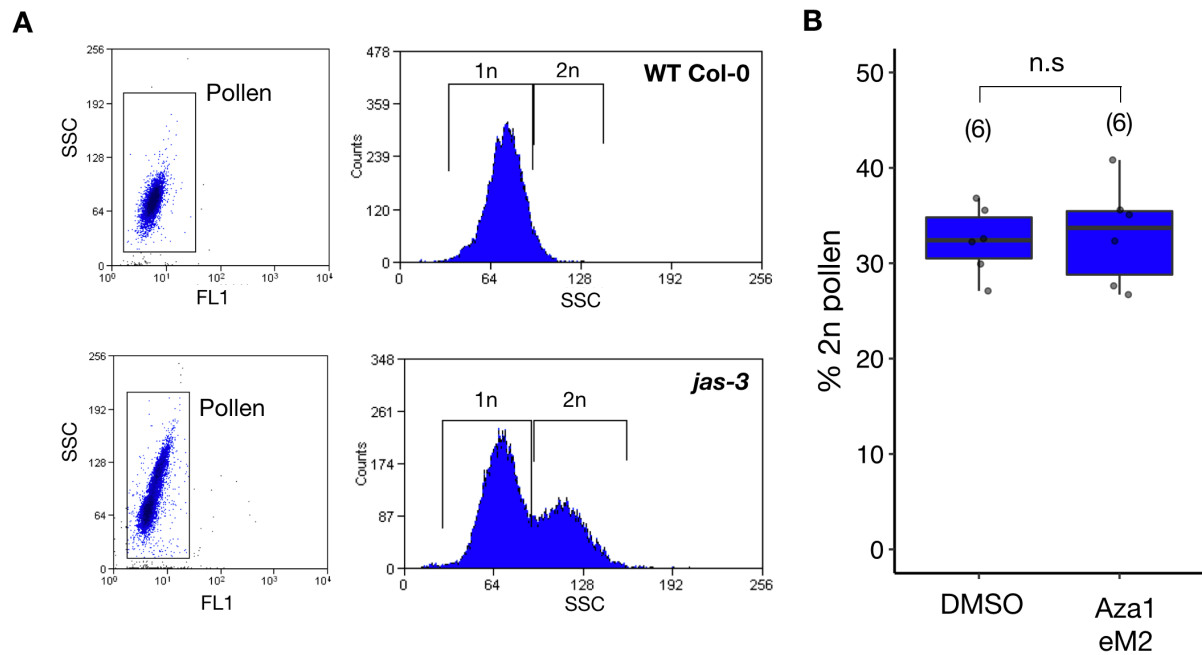

**Supplemental Figure S1.** Quantification of diploid pollen in *jas-3* plants. (Supports Figure 1)

**(A)** The proportion of haploid (1n) and diploid (2n) pollen in *jas-3* mutants was quantified by flow cytometry, as pollen populations are characterized by an elevated high angle scatter (SSC) and autofluorescence (FL1). Wild-type Col-0 plants do not show the peak corresponding to diploid pollen.

**(B)** Boxplot to show the distribution of diploid (2n) pollen among individual DMSO and Aza1 eM2 plants (*jas-3* background). Number above the boxes represent the number of plants used. A Wilcoxon test was used to compare the mean values between the suppressor Aza1 and the DMSO control. n.s. is not significant ( $p=0.937$ ).

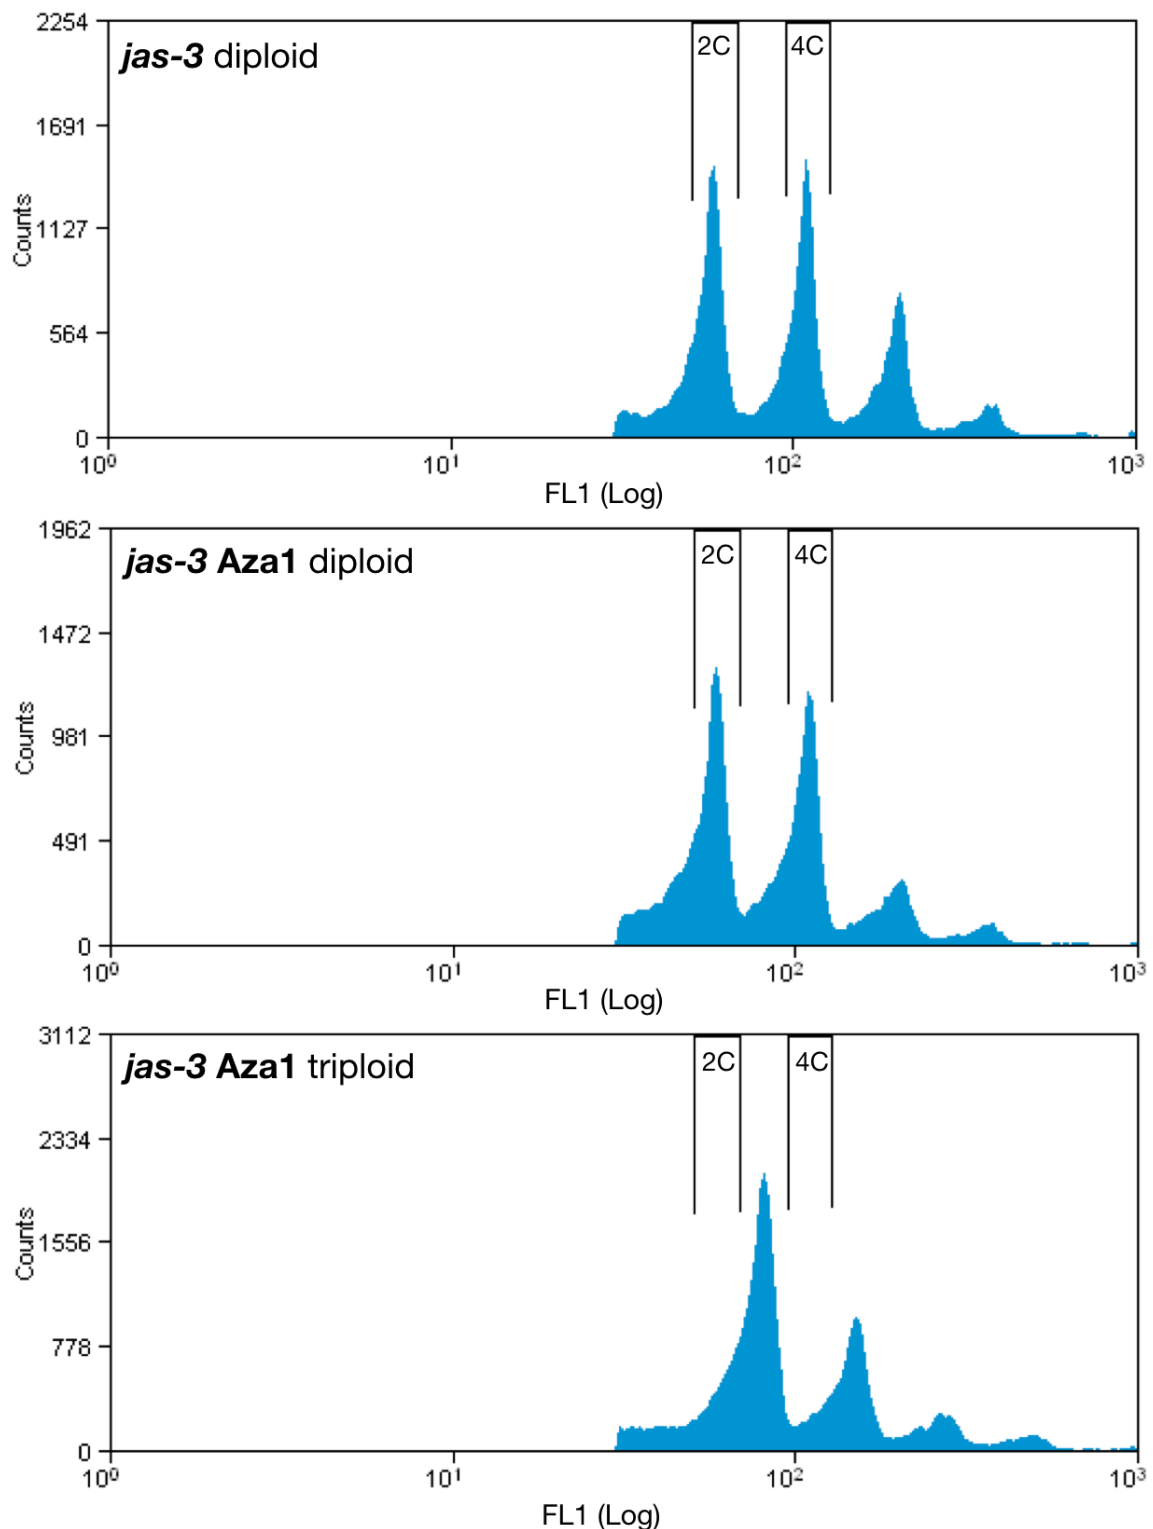

**Supplemental Figure S2.** Ploidy analysis by flow cytometry. (Supports Figure 1) Leaf tissue was chopped in Galbraith buffer with a razor blade, stained with SYBR Green dye (Lonza), and analyzed on a CyFlow Space cytometer (Sysmex). Nuclei of young diploid leaves in *Arabidopsis* is characterized by two prominent 2C and 4C peaks. Triploid individuals show a proportional increase in signal intensity.

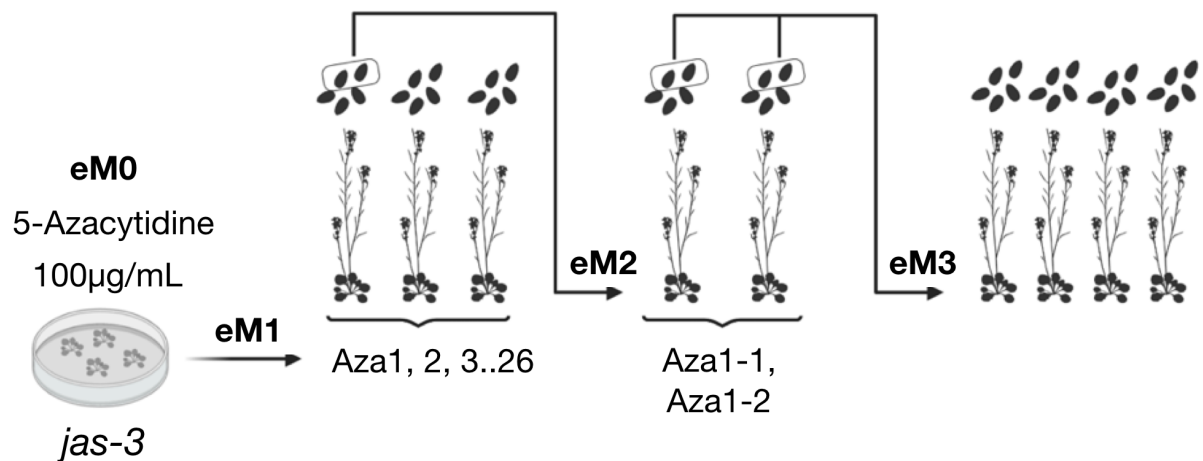

**Supplemental Figure S3.** Schematic depicting *jas-3* epimutagenesis and transgenerational analysis of the triploid block in the suppressor lines. (Supports Figures 1, 2, 3 and 4)

Diploid seeds from *jas-3* plants were treated with 100 µg/mL of 5-Azacytidine during germination and early growth (eM0). Treated eM1 plants were then transferred to soil to recover and allowed to self-fertilize. Selfed *jas-3* mutants produce diploid seeds that are viable and triploid seeds that abort. Diploid plants were selected after each generation and allowed to self-fertilize, and the triploid block was quantified by counting the number of aborted seeds in individual siblings over two consecutive generation (eM2 and eM3).

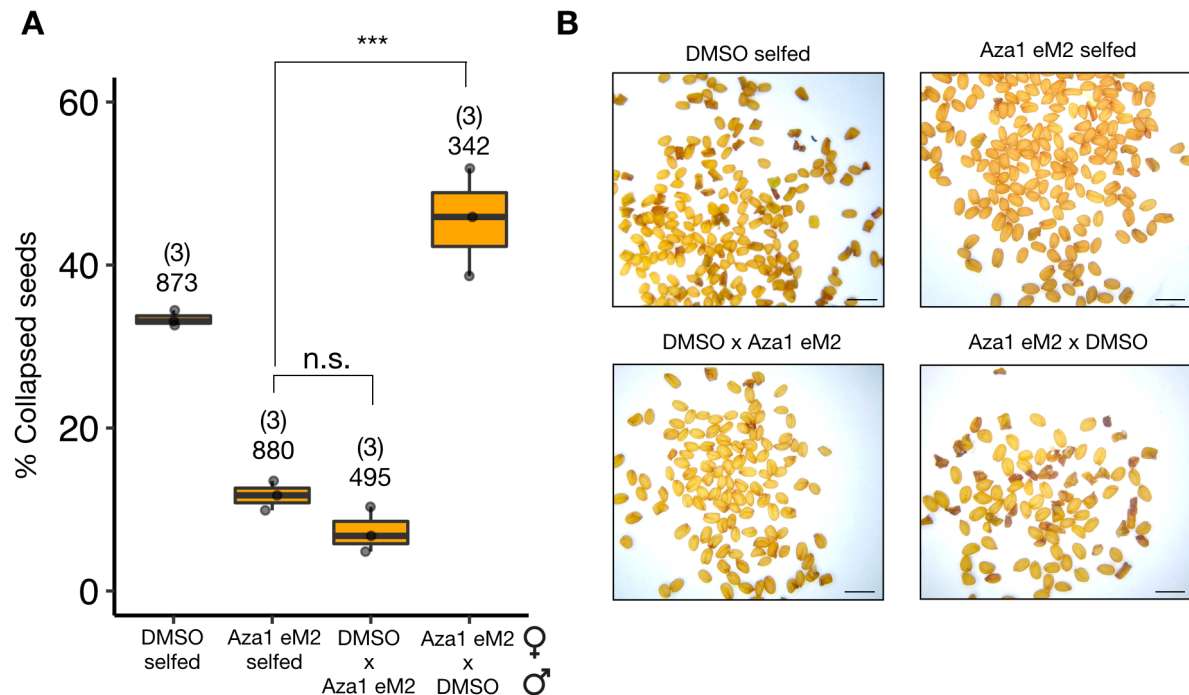

**Supplemental Figure S4.** Suppression of the triploid block in *jas-3* plants treated with 5-Azacytidine is a paternal effect. (Supports Figure 1)

**(A)** A parental effect in triploid block suppression after epimutagenesis was investigated by performing reciprocal crosses between siblings of the strong suppressor Aza1 in the eM2 generation and DMSO control plants. Numbers above each box represent the total number of plants used (top) and total number of seeds counted (bottom). Statistically significant differences in the percentage of collapsed seeds were calculated by ANOVA with a post hoc Dunnett test, using Aza1 eM2 as the reference group (n.s. is not significant, and \*\*\* is  $p \leq 0.001$ ). Boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum ( $Q1 - 1.5 \times IQR$ ) and maximum ( $Q3 + 1.5 \times IQR$ ) values.

**(B)** Representative images of seeds are shown for the controls (selfed plants) and reciprocal crosses. Scale bars represent 1mm.

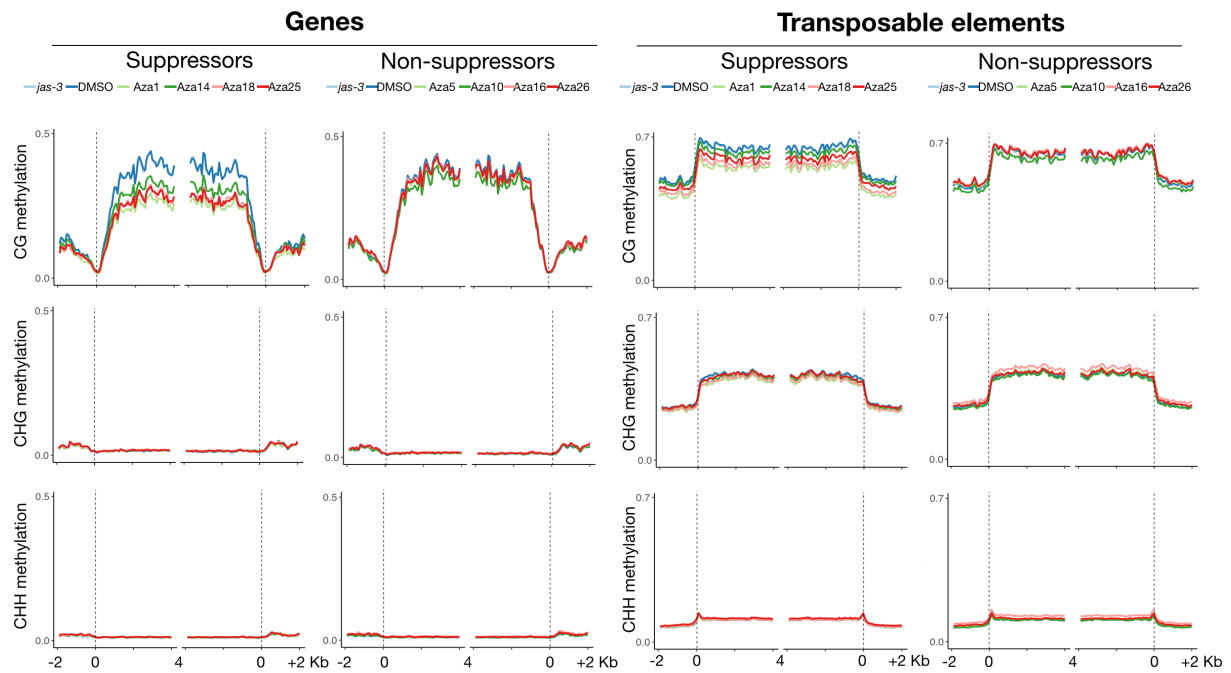

**Supplemental Figure S5.** CG, CHG, and CHH methylation profiles at protein-coding genes and transposable elements. (Supports Figure 2)

Protein-coding genes (left panels) and transposable elements (TEs, right panels) annotated according to the TAIR10 reference genome were aligned at the 5' and 3' ends (dashed lines), and average CG, CHG, and CHH methylation levels for 100-bp intervals were plotted for untreated *jas-3* and the DMSO controls and for suppressor and non-suppressor lines in the eM2 generation. The loss of DNA methylation at genes and TEs mainly occurred in the CG context and was observed only in the suppressor lines.

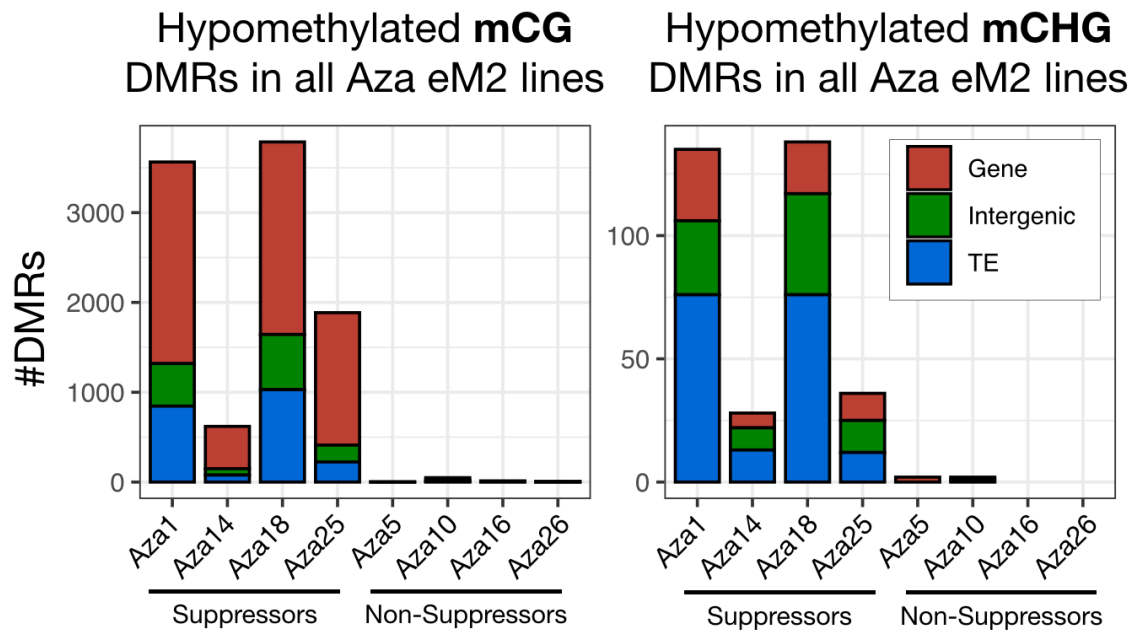

**Supplemental Figure S6.** Differentially methylated regions. (Supports Figure 2) Hypomethylated CG and CHG DMRs detected in the suppressor and non-suppressor lines in the eM2 generation were mapped to the genomic features annotated in the TAIR10 reference genome, showing that the majority CG and CHG DMRs overlap with protein-coding genes and transposable elements (TEs), respectively.

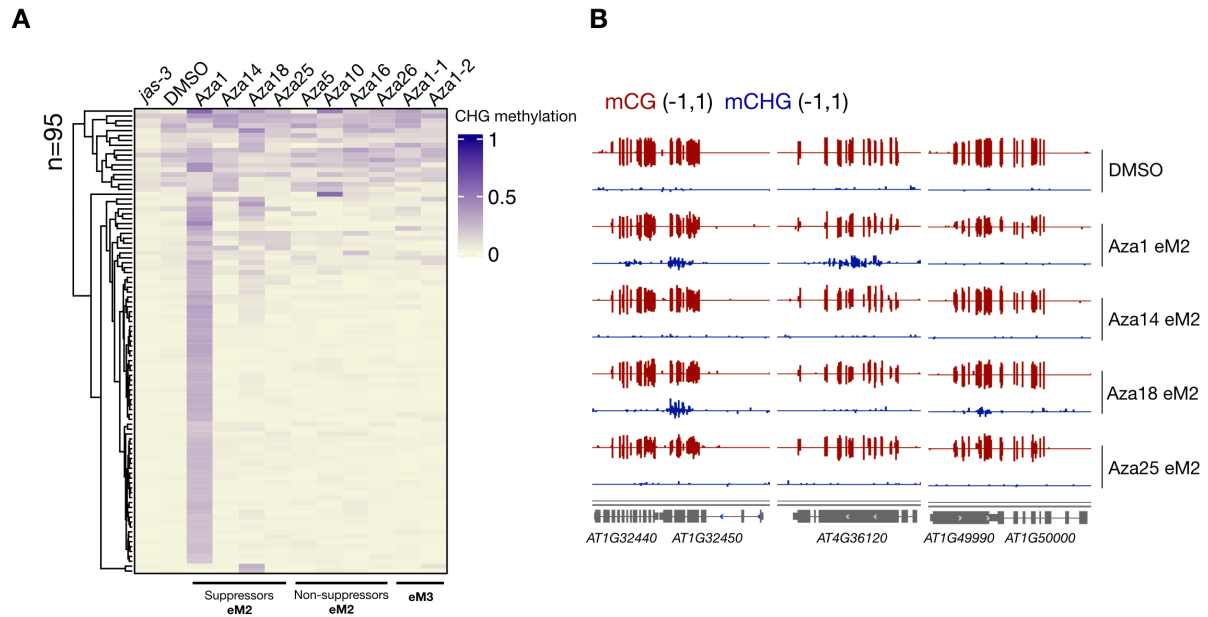

**Supplemental Figure S7.** Ectopic CHG methylation in the suppressor lines. (Supports Figure 2)

**(A)** Heatmap representation of CHG methylation levels at ectopic CHG DMRs detected in the suppressor line Aza1 eM2 compared to the untreated control *jas-3*. Average CHG methylation mapping to these DMRs is presented as a heatmap for two independent replicates of untreated *jas-3* and the DMSO controls, suppressor and non-suppressor lines in the eM2 generation, and the two eM3 lines.

**(B)** Genome browser tracks show DNA methylation in the CG and CHG contexts for selected loci showing ectopic CHG methylation in the suppressor lines compared to the DMSO control.

**A**

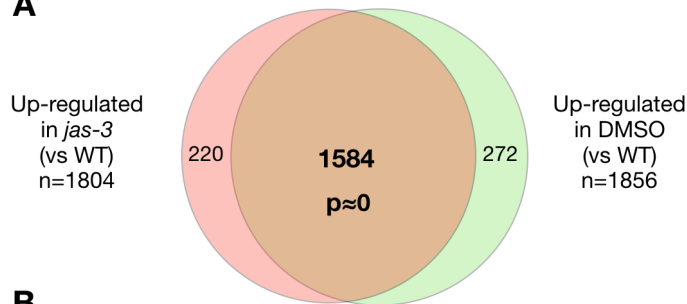

**B**

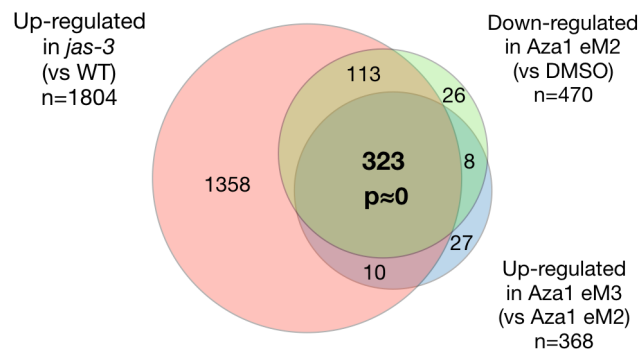

**C**

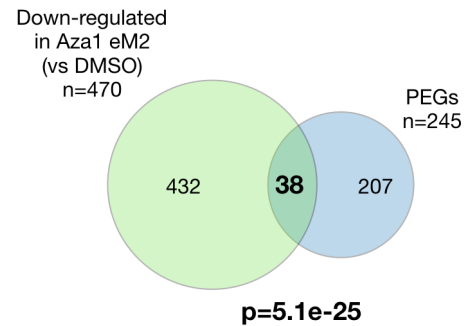

**Supplemental Figure S8.** Differentially expressed genes in the suppressor lines. (Supports Figure 4)

**(A)** Venn diagram shows the overlap between up-regulated genes in untreated *jas-3* (vs. WT), and up-regulated genes in the DMSO controls (vs. WT).

**(B)** Venn diagram shows the overlap of up-regulated genes in *jas-3* (vs. WT) with genes that were transiently down-regulated in eM2 (vs. DMSO) and up-regulated in eM3 (vs. eM2). 

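Among all genes tested, 186 were at once called up in the libraries labelled jas-3 against WT, called down in Aza1 eM2 against DMSO and called up in Aza1 eM3 against Aza1 eM2. Of the genes called up in Aza1 eM3, 189 (97.4%) were called up in the libraries labelled jas-3, against 13.7 expected by chance, and these comparisons share no library. In place of 186 and 189, the replicate block gave 55 and 56, and the DESeq2 Wald test gave 324 and 335. Both numbers were 0 with only the groups of each contrast in the fit, and with at least 10 counts in every library.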

The majority of genes that were down-regulated in eM2 were up-regulated in *jas-3* mutant siliques, and the expression of these genes was restored in eM3.

**(C)** Paternally expressed genes (PEGs) are significantly represented in the list of down-regulated genes in Aza1 eM2.

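Of the PEGs tested, 71 were called up in the libraries labelled jas-3 against WT, against 16.2 expected by chance (4.38-fold, p = 1.82e-27, Fisher's exact test, one-sided), and 30 of these were also called down in Aza1 eM2. For the whole set, limma's camera gave an adjusted p = 0.135 for higher expression in the libraries labelled jas-3 than in WT (0.102 before adjustment). Among the PEGs called down in Aza1 eM2, 18 were called up in Aza1 eM3 against Aza1 eM2.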

The statistical significance of the observed overlaps between differentially expressed genes was calculated using the R package SuperExactTest (Wang et al., 2015).

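SuperExactTest gives the probability of an overlap at least as large as the observed one when lists of these sizes are drawn at random from a background of genes, which also sets the expected number. With all genes in the deposited files as background in place of the tested genes, 2.82 PEGs were expected among the genes called down in Aza1 eM2 (10.99-fold, p = 3.85e-23, Fisher's exact test, one-sided).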

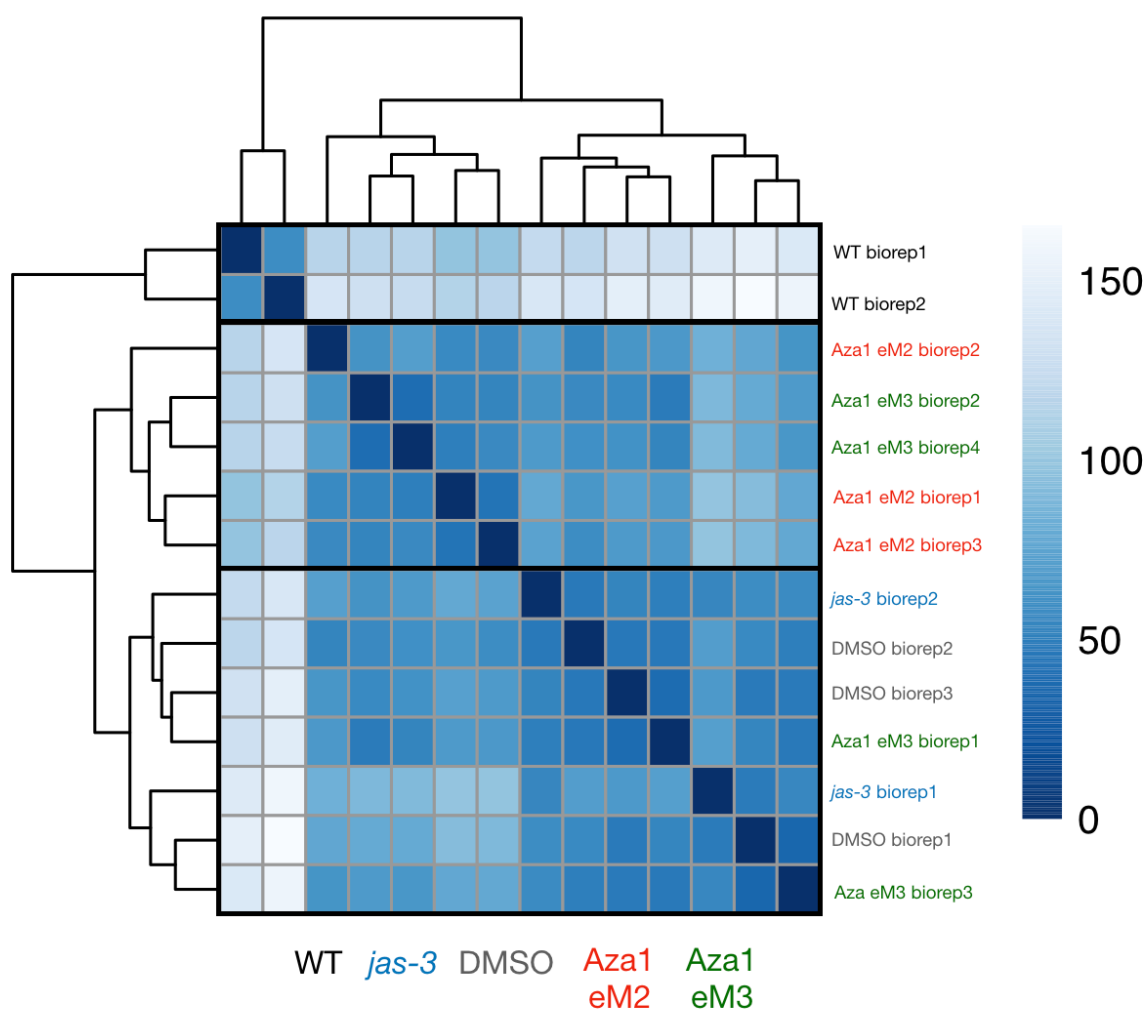

**Supplemental Figure S9.** Clustering of RNA-seq datasets. (Supports Figure 4)  
Transformed data were used for sample clustering to visualize sample-to-sample distances (see Methods). The scale gradient represents sample-to-sample distances. The heatmap of this distance matrix shows an overview of similarities and dissimilarities between all RNA-seq datasets produced in this study.

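Between Aza1 eM2 and DMSO libraries the distance on log2 CPM averaged 133.3 ± 19.6 (SD, 9 pairs), between Aza1 eM2 and Aza1 eM3 libraries 123.6 ± 13.4 (SD, 12 pairs), and among Aza1 eM2 libraries 100.4 ± 9.8 (SD, 3 pairs). The WT libraries lay 213.7 ± 17.9 (SD, 6 pairs) from the Aza1 eM2 libraries and 250.1 ± 18.2 (SD, 8 pairs) from the Aza1 eM3 libraries, and 110.8 from each other. The first principal component held 58.7% of the variance and the second held 13.3%.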

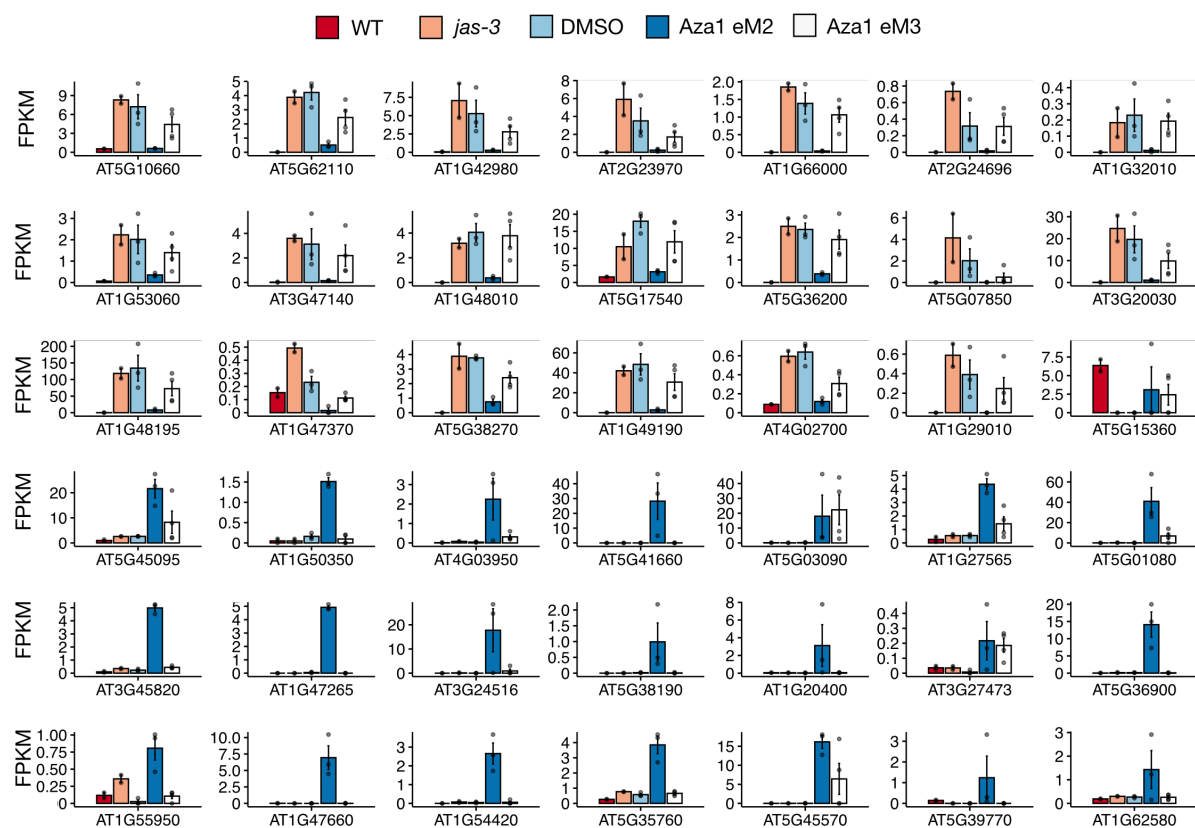

**Supplemental Figure S10.** Differentially expressed genes overlapping or within 1kb proximity of CG and CHG DMRs in Aza1 eM2.

Raw counts were normalized as fragments per kilobase per million (FPKM) and plotted as barplots showing individual values (dots), mean, and error bar (n=2 for WT and *jas-3*, n=3 for DMSO and Aza1 eM2, n=4 for Aza1 eM3).

**Supplemental Table S1.** Differentially expressed genes overlapping or within 1kb proximity of CG/CHG DMRs in Aza1 eM2.

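In Aza1 eM3 against Aza1 eM2, the estimated change was opposite to that in Aza1 eM2 against DMSO for 21 of the 22 genes listed as upregulated and for 20 of the 20 genes listed as downregulated. The list consists of the paper's calls on the Aza1 eM2 libraries, which both comparisons contain. A deviation of these libraries alone would also give opposite changes. AT5G45570, singled out after its values were seen and not the exception, had 2441, 1790 and 2520 counts in the Aza1 eM2 libraries and 2382, 1211, 2 and 0 counts in the Aza1 eM3 libraries. AT5G03090, also listed as upregulated, had 104, 1353 and 117 counts in Aza1 eM2 and 231, 81, 1362 and 988 counts in Aza1 eM3.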

| Gene Identifier | Gene Model Description                                              | Expression                 | DNA methylation         |
|-----------------|---------------------------------------------------------------------|----------------------------|-------------------------|
| AT5G10660       | calmodulin-binding protein-like protein                             | Down-regulated in Aza1 eM2 | Ectopic CHG in Aza1 eM2 |
| AT5G62110       | Homeodomain-like superfamily protein                                |                            | Hypo CG/CHG in Aza1 eM2 |
| AT1G42980       | Actin-binding FH2 (formin homology 2) family protein                |                            |                         |
| AT2G23970       | Class I glutamine amidotransferase-like superfamily protein         |                            |                         |
| AT1G66000       | hypothetical protein (DUF577)                                       |                            |                         |
| AT2G24696       | transcriptional factor B3 family protein                            |                            |                         |
| AT1G32010       | myosin heavy chain-like protein                                     |                            |                         |
| AT1G53060       | Legume lectin family protein                                        |                            |                         |
| AT3G47140       | F-box associated ubiquitination effector family protein             |                            |                         |
| AT1G48010       | Plant invertase/pectin methylesterase inhibitor superfamily protein |                            |                         |
| AT5G17540       | HXXXD-type acyl-transferase family protein                          |                            |                         |
| AT5G36200       | F-box and associated interaction domains-containing protein         |                            |                         |
| AT5G07850       | HXXXD-type acyl-transferase family protein                          |                            |                         |
| AT3G20030       | F-box and associated interaction domains-containing protein         |                            |                         |
| AT1G48195       | Zinc finger C-x8-C-x5-C-x3-H type family protein                    |                            |                         |
| AT1G47370       | RBA1 variant                                                        |                            |                         |
| AT5G38270       | F-box family protein                                                |                            |                         |
| AT1G49190       | member of Response Regulator: B-Type                                |                            |                         |
| AT4G02700       | sulfate transporter 3                                               |                            |                         |
| AT1G29010       | verprolin                                                           |                            |                         |
| AT5G15360       | transmembrane protein                                               | Up-regulated in Aza1 eM2   |                         |
| AT5G45095       | hypothetical protein                                                |                            |                         |
| AT1G50350       | E3 ubiquitin-protein ligase RING1-like protein                      |                            |                         |
| AT4G03950       | Nucleotide/sugar transporter family protein                         |                            |                         |
| AT5G41660       | transmembrane protein                                               |                            |                         |

|                  |                                                                         |  |  |
|------------------|-------------------------------------------------------------------------|--|--|
| <b>AT5G03090</b> | Mto 1 responding down protein                                           |  |  |
| <b>AT1G27565</b> | hypothetical protein                                                    |  |  |
| <b>AT5G01080</b> | Beta-galactosidase related protein                                      |  |  |
| <b>AT3G45820</b> | hypothetical protein                                                    |  |  |
| <b>AT1G47265</b> | hypothetical protein                                                    |  |  |
| <b>AT3G24516</b> | hypothetical protein                                                    |  |  |
| <b>AT5G38190</b> | myosin heavy chain-like protein                                         |  |  |
| <b>AT1G20400</b> | hypothetical protein (DUF1204)                                          |  |  |
| <b>AT3G27473</b> | Cysteine/Histidine-rich C1 domain family protein                        |  |  |
| <b>AT5G36900</b> | hypothetical protein                                                    |  |  |
| <b>AT1G55950</b> | DNA-binding storekeeper protein-related transcriptional regulator       |  |  |
| <b>AT1G47660</b> | hypothetical protein                                                    |  |  |
| <b>AT1G54420</b> | hypothetical protein                                                    |  |  |
| <b>AT5G35760</b> | Beta-galactosidase related protein                                      |  |  |
| <b>AT5G45570</b> | Ulp1 protease family protein                                            |  |  |
| <b>AT5G39770</b> | Represents a non-function pseudogene homologous to AtMSU81 (At4g30870). |  |  |
| <b>AT1G62580</b> | Encodes a flavin monooxygenase that binds NO                            |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

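Messenger RNA of developing siliques collected 6 to 9 days after anthesis was measured in WT, untreated jas-3, jas-3 DMSO control plants, and Aza1 plants of the eM2 and eM3 generations. The authors aligned paired-end reads to TAIR10 with STAR and deposited, for each library, the counts of reads on every annotated gene, TE and intergenic region, without normalization. The paper's methods name DESeq2 for counting and normalizing the reads and do not say how reads with several alignments, strands or overlapping features were treated. The median total gene count was 40655782 in WT, 41901102 in jas-3, 42003434 in DMSO, 41156327 in Aza1 eM2 and 41226926 in Aza1 eM3. Replicates spread more than counting error, with a chi-square per degree of freedom between 32.4 and 245, and the common biological coefficient of variation was 0.247. Low-count floors of 3 counts cover counting error alone, since reads without molecular identifiers are not independent molecules.

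Counts on genes were tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr by group, TMM normalization and the quasi-likelihood test (glmQLFit and glmQLFTest) with group as the only factor and all 14 libraries in one fit. The p-values were adjusted over the tested genes by the Benjamini-Hochberg method. Log2 CPM for distances, principal components and means over gene lists used a prior count of 2. FPKM values used the total gene count of each library. The PEG set was tested with camera in limma 3.58.1 on voom values, two-sided, with the correlation between genes estimated, and its p-values were adjusted over 4 contrasts, an adjustment chosen after the p-values had been seen. Overlaps were tested with Fisher's exact test, one-sided, and means over gene lists with exact permutation tests, two-sided. Files were read in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Of the genes, 26895 could be compared with the reference annotation, and all 26895 overlapped their counterpart, 5209 with the same start and end. A lower bound of a fold change compares the lowest library of the higher group, scaled by TMM, with 3 counts. Coordinates are those of the deposited files. Whether reads can be placed uniquely was measured as the share of windows of 100 bases of a gene or TE that occur once in the reference genome.

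The genes named were chosen by a fixed rule. They are every gene of Fig. 4B and 4C, JASON, the 2 genes called up and the 2 called down with the largest log2 fold change in each contrast among those whose groups do not overlap, and, of Supplemental Table S1, the 3 called up and the 3 called down with the smallest adjusted p-value. The tests were run on simulated data in which 200 genes had been given a log2 fold change of 3. With all groups in the fit, edgeR called 187 of them in the design of jas-3 against WT, 192 in that of Aza1 eM2 against DMSO and 196 in that of Aza1 eM3 against Aza1 eM2, with at most 2 unchanged genes called. The changed genes were drawn from those above a minimum mean expression. A call there needed a fold change of at least 2, where the main threshold is a log2 fold change of at least 2.

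The alternatives were the Wald test of DESeq2 1.42.0 with its own size factors and filters, DESeq2's size factors in the edgeR fit, no filter on low counts, at least 10 counts in every library, a fold change of at least 2, only the groups of each contrast in the fit, the replicate number as a block, and leaving out each replicate in turn. The replicate numbers come from the labels alone, and the paper's text does not say what replicates of the same number share. Others were a fixed correlation of 0.01 between genes for camera, a variance-stabilizing transformation and the 500 most variable genes for the distances, TMM library sizes for FPKM, and all genes as background for the PEGs. Counts divided by 2 and the share of counts on 8 seed storage protein genes as a covariate were added after the data had been seen, and those genes were not tested in the fit with the covariate. TEs at least 500 bases from any gene were tested in the same way as genes. Intergenic regions, the bisulfite sequencing data and the osd1 experiments were not analysed here.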

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

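Of the tests in this part, the one of read-through from genes was chosen only after the result was seen, and the covariate used in that of seed stage was added after the data had been seen. Single libraries were compared with the rest of their group, by Dixon's test, in the 4 Aza1 eM3 libraries alone. The other groups hold fewer libraries and were not tested in this way.

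In 2 of the 34 measures tested, one Aza1 eM3 library lay farther from the others than Dixon's critical value allows, where chance gives 1.7. For AT1G47660, the counts in Aza1 eM3 were 0, 0, 2 and 0, and the gap of replicate 3 to the nearest library was 1 of the group's range. For AT5G41660, the counts in Aza1 eM3 were 0, 0, 0 and 4, and the gap of replicate 4 was 1 of the range. Both gaps rest on at most 4 counts, next to the floor of 3 counts, and the number of such gaps is close to what chance gives. No biological explanation was tested.

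The paper does not report counts on TEs from these libraries. Of 19512 TEs at least 500 bases from any gene, 905 passed the filter, and 50 of them, at 42 loci when those within 1000 bases are joined, were called up in Aza1 eM2 against the DMSO control libraries, while 26 were called down. More were called up without 5-Azacytidine, 76 in the libraries labelled jas-3 and 78 in DMSO, both against WT, with 14 and 21 called down. Of the 50 called up in Aza1 eM2, 31 had at most 3 counts in every WT, jas-3 and DMSO library. All 50 belonged to the superfamilies DNA/En-Spm (17 TEs), LTR/Gypsy (17), DNA/MuDR (9) and LTR/Copia (7). All 50 had lower estimated expression in Aza1 eM3 than in Aza1 eM2, and 44 were called down there. Their median log2 fold change was 9.35 in Aza1 eM2 against DMSO and -7.70 in Aza1 eM3 against Aza1 eM2, and 37 had higher estimated expression in Aza1 eM3 than in DMSO. These TEs were chosen as high in the Aza1 eM2 libraries, which both comparisons contain. A deviation of these libraries alone would also give such a fall. Among all tested TEs, 56 were called down and 17 up in Aza1 eM3 against Aza1 eM2. Between Aza1 eM3 and DMSO, 0 TEs were called in either direction, with 57 at an unadjusted p-value under 0.05.

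Summed over all 19512 of these TEs, called or not, and scaled to 1000000 gene counts, the counts were 1206 ± 117 (SD, n = 3) in DMSO, 2345 ± 265 (SD, n = 3) in Aza1 eM2 and 1191 ± 157 (SD, n = 4) in Aza1 eM3. Aza1 eM2 differed from DMSO with p = 0.1 and from Aza1 eM3 with p = 0.029 (exact permutation tests, two-sided, the smallest p-values these numbers of libraries allow), and Aza1 eM3 from DMSO with p = 0.943 (exact permutation test, two-sided). The WT libraries had 697 ± 3 (SD, n = 2) and the libraries labelled jas-3 had 1360 ± 43 (SD, n = 2). The gene counts used for this scaling include the seed storage protein genes, which took 36.7% and 42.5% of them in WT. In the libraries labelled jas-3 these genes took 8% and 17%, so part of the difference from WT can come from the scaling.

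Read-through from genes would place the TEs close to genes. However, a separate fit of the 480 tested TEs at least 2000 bases from any gene called 30 up. Whether all 30 were among the 50 called in the main fit was not checked. Seed stage, measured by the share of seed storage protein counts, does not account for all 50 TEs called up in the main fit. With this share as a covariate, 28 of these were also called, but 4 TEs in place of 26 were called down. Of those called up against WT, 20 in the libraries labelled jas-3 and 28 in DMSO were still called with it. Reads shared between TE copies do not account for all of the TEs called up. At least 50% of the windows of 100 bases occurred once in the genome in 43 of the 50 TEs. In 9 TEs every window did, and all 9 of these had at most 3 counts in every WT, jas-3 and DMSO library. How reads with several alignments were counted is not stated, which matters for the TEs with fewer such windows. Of the splits of the Aza1 eM2 and DMSO libraries that part as many same-numbered pairs, 1 of 4, the real one, called as many TEs up, and of all splits 1 of 10 did. The other splits called 0 TEs, but so few splits cannot give a share under 0.05, whatever the data, and so test nothing. For the TEs lower in Aza1 eM3 than in Aza1 eM2, 1 of 8 splits that part as many same-numbered pairs and 1 of all 35 splits gave as many, and no other split called more than 1. A transient release of TEs after 5-Azacytidine treatment is a hypothesis that these counts leave open, but it does not cover the TEs called up without 5-Azacytidine. With every Aza1 library from the same treated line, these counts cannot tell the treatment from features of that line.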

How the results depend on the processing

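The alternatives were chosen before the data were examined, except for the counts divided by 2 and the covariate, chosen after seeing the data. All 21 main results kept their direction and their side of the threshold, or stayed within 1.5 times their number, with DESeq2's size factors in the edgeR fit and with no filter on low counts, and with the counts divided by 2, which can hardly move them. The variance-stabilizing transformation and the background of all genes each kept the one result they apply to. For the PEG set in Aza1 eM2 these statements and the values below use the p-value before adjustment, 0.0155, which the adjustment over 4 contrasts, chosen after the p-values had been seen and not applied to the alternatives, raises above 0.05, to 0.0554. With the fixed correlation between genes it was 3.29e-10, under 0.05 with or without that adjustment, so whether the set passes the threshold after adjustment depends on how the correlation is treated. Among log2 fold changes of named genes, 3 lost and 4 gained the threshold of 55 with the DESeq2 Wald test, 12 of 54 lost it with only the groups of each contrast in the fit, 9 of 55 lost it with the replicate block, and 6 lost and 2 gained it with the covariate. With a replicate left out, 52 of 308 lost it and 3 gained it, 1 of 54 lost it with the counts divided by 2, and 1 of 55 gained it with no filter and 1 at a fold change of at least 2. Another 7 of the 308 moved in value with a replicate left out, without changing sign. With TMM library sizes, 10 of 34 FPKM values of named genes moved by more than the SD of their replicates. The covariate changed the sign of NSP2, and under the other alternatives no named gene that was tested changed sign. A fold against a group at or under 3 counts is limited by the depth and is given as a lower bound. Causes of the changes below were not tested unless given.

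With at least 10 counts in every library, 541 genes were called up in the libraries labelled jas-3, and 593 were called up and 419 down in DMSO against WT, with an overlap of the genes called up of 453. In Aza1 eM2, 0 genes were called up, with 2783 genes at an unadjusted p-value under 0.05, and 29 down, of which 26 were called up in the libraries labelled jas-3 and 5 were PEGs. In Aza1 eM3 against Aza1 eM2, 0 were called up and 0 down, so the overlap was 0, while 2219 genes had an unadjusted p-value under 0.05. Of Supplemental Table S1 2 genes were called, of Fig. 4C 0, and the median log2 fold change in Aza1 eM2 of the genes called up in the libraries labelled jas-3 was -0.46. The filter itself accounts for much of this, since 524 of the 1582 genes called up in the libraries labelled jas-3, 0 of the 16 called up and 41 of the 322 called down in Aza1 eM2, and 17 of the 194 called up in Aza1 eM3 passed it.

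At a fold change of at least 2, 2501 genes were called up and 1105 down in the libraries labelled jas-3, 2974 up and 1801 down in DMSO against WT, and 47 up and 66 down in DMSO against jas-3. The overlap of the genes called up against WT was 2250, and the median log2 fold change in Aza1 eM2 of those called up in the libraries labelled jas-3 was -0.43. With only the groups of each contrast in the fit, 826 genes were called up and 149 down in the libraries labelled jas-3, of which 809 and 123 were also called with all groups in the fit, and 10 up and 16 down in DMSO against jas-3. In Aza1 eM3 against Aza1 eM2, 0 were called up and 3 down, while 3446 genes had an unadjusted p-value under 0.05. In this design, 195 of 200 simulated changes were called, but at a fold change of at least 2 and in genes above a minimum mean expression. Whether the number of libraries explains the drop in called genes therefore stays open. The overlaps were 790 for the genes called up against WT and 0 for Aza1 eM3, and the median log2 fold change in Aza1 eM2 was -1.32.

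With the DESeq2 Wald test, 670 genes were called down in the libraries labelled jas-3, 31 up and 41 down in DMSO against jas-3, 48 up in Aza1 eM2, 371 up and 28 down in Aza1 eM3 against Aza1 eM2, and 8 up and 1 down in Aza1 eM3 against DMSO. The overlap for Aza1 eM3 was 332, and 42 genes of Supplemental Table S1 were called. With the replicate block, 58 genes were called up in Aza1 eM3 against Aza1 eM2 and the overlap was 55. In the contrasts whose same-numbered libraries deviated with mean correlations of 0.007 (jas-3 and WT), -0.016 (DMSO and WT), -0.064 (Aza1 eM2 and DMSO) and 0.051 (Aza1 eM3 and DMSO), the block gave 1449 genes up and 356 down, 1556 and 541, 15 and 216, and 0 and 0 (with 889 genes at an unadjusted p-value under 0.05), in this order, and the unadjusted p-value of the PEG set in Aza1 eM2 was 0.0288. Over the 500 most variable genes, the distance between jas-3 and DMSO libraries was 0.96 times that within them.

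With the share of seed storage protein counts as a covariate, 867 genes were called up and 29 down in the libraries labelled jas-3 and 131 down in DMSO against WT, and the overlaps were 848 for the genes called up against WT and 194 for Aza1 eM2. NSP2 changed sign, to a log2 fold change of 4.66 in the libraries labelled jas-3 (adjusted p = 0.757, edgeR, range over alternatives 0.00692 to 0.757) and 2.27 in DMSO (adjusted p = 0.607, edgeR, range 0.002 to 0.607).

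With each replicate left out in turn, from 1429 to 1676 genes were called up and from 390 to 624 down in DMSO against WT, from 15 to 19 up and from 16 to 18 down against jas-3. In Aza1 eM2, from 8 to 16 were called up and from 53 to 340 down, in Aza1 eM3 against Aza1 eM2 from 3 to 250 up and from 9 to 13 down, and against DMSO from 0 to 1 up and 0 down. The overlaps ranged from 1292 to 1419 (jas-3 and DMSO), from 50 to 329 (Aza1 eM2) and from 3 to 244 (Aza1 eM3). From 7 to 34 PEGs, 11 to 20 genes of Supplemental Table S1 and 1 to 5 genes of Fig. 4C were called in Aza1 eM2. The unadjusted p-value of the PEG set ranged from 0.00839 to 0.0344. The median log2 fold changes ranged from -0.999 to -0.66 in Aza1 eM2 and from -0.28 to 0.03 in Aza1 eM3. Leaving out a replicate of jas-3 or WT leaves 1 library, so no genes were called there, and leaving out organelle genes was not run, since the files hold 0 counts on them.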

Differences from the paper's values

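Of 49 values the paper gives, 8 differed from those computed here by more than 1.5-fold, and none of the 31 values read by eye from a figure did. Those 31 were read after the values here had been computed, leaving out bars too short to read. To count as different, they also had to differ by more than the SD of the replicates, so they test little. The paper made its lists with DESeq2, while the main test here is that of edgeR. In Aza1 eM2 against DMSO, 16 genes were called up and the paper's number is 48. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 48, and none of the others closed the gap. In Aza1 eM3 against Aza1 eM2, 194 genes were called up against the paper's 368. The DESeq2 Wald test gave 371, a fold change of at least 2 gave 258 and the fit without Aza1 eM3 replicate 2 gave 250, and the remaining alternatives set before the data were examined did not close the gap. In the same contrast, 14 genes were called down against the paper's 28, which the DESeq2 Wald test also gave (28) while none of the others closed the gap.

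The overlap of the genes called up in Aza1 eM3 with those called down in Aza1 eM2 was 187 genes against the paper's 331. It was 332 with the DESeq2 Wald test, 246 at a fold change of at least 2 and 244 without Aza1 eM3 replicate 2, and the gap stayed open under the other alternatives set before the data were examined. In all 3 lists of Supplemental Figure S8 there were 186 genes against the paper's 323, with 324 under the DESeq2 Wald test and 243 at the lower fold change. Genes called up both in Aza1 eM3 and in the libraries labelled jas-3 numbered 189 against the paper's 333, with 335 and 250 under the same alternatives, and for both of these numbers none of the other alternatives set before the data were examined closed the gap, leaving out replicates not having been computed for them.

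For the PEGs among the genes called down in Aza1 eM2, Fisher's exact test gave p = 3.1e-21 against the paper's 5.122986e-25. With the DESeq2 Wald test it was 9.13e-25 (Fisher's exact test), and none of the alternatives set before the data were examined closed the gap. Of the genes in Supplemental Table S1, 25 were called, and the paper lists 42 as differentially expressed. The DESeq2 Wald test called 42, and none of the other alternatives set before the data were examined closed the gap.

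The title of Fig. 4 describes paternally expressed genes as downregulated in the suppressor lines, and panel C plots selected ones. Of these, PEG3 was not called in Aza1 eM2, but was called with the DESeq2 Wald test and without DMSO replicate 3. VIM5, NRPD1a and PKR2 had negative log2 fold changes of -0.45, -0.29 and -1.41 and were called under none of the settings that were run. The paper describes the expression of PHE1 and ADM as partly recovered in eM3. PHE1 was not called up in Aza1 eM3 against Aza1 eM2 (log2 fold change 4.23), but was called with the DESeq2 Wald test, with no filter on low counts, without Aza1 eM3 replicate 2 and with the share of seed storage protein counts as a covariate, the last chosen after seeing the values. ADM, with a log2 fold change of 1.87, was called at a fold change of at least 2.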

Other observations

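Of the tests in this part, those of seed stage, of swapped labels, of JASON without the seed storage protein genes, of the hour of collection, of library batches and of genes silent without 5-Azacytidine were chosen only after the result was seen.

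The lower expression of genes in Aza1 eM2 than in DMSO was weighed against seed stage, since seed storage protein genes took a larger share of the counts in 2 of the Aza1 eM2 libraries than in any DMSO library. With this share as a covariate, 219 of the 322 genes called down were still called, so seed stage as measured by this share does not explain all of them. The share may itself follow from the line or genotype, so the genes lost with it cannot be credited to seed stage. With the counts divided by 2, since the mates of a pair were counted separately, 320 genes were called down, but one factor for every library can hardly move the number. With the seed storage protein genes left out, 325 were called down, but TMM already sets aside genes that take much of the counts, so this does not exclude them as a cause. Of the 4 splits of these libraries that part as many same-numbered pairs, 1, the real one, called as many genes down, and of all 10 splits 1 did. The splits outside those 4 keep libraries of the same number together in one group. The same held for the genes called up (1 of 4 and 1 of 10), the overlap with the genes called up in the libraries labelled jas-3 (1 of 4 and 1 of 10), the number of PEGs (1 of 4 and 1 of 10), the p-value of the PEG set (1 of 4 and 1 of 10), the genes of Fig. 4C (1 of 4 and 1 of 10) and those of Supplemental Table S1 (1 of 4 and 1 of 10). Every other split called 0 genes and had an unadjusted p-value of the PEG set of at least 0.124, but so few splits cannot give a share under 0.05, whatever the data, so they cannot decide whether these results are a difference between individual libraries. Of the 322 genes, 311 were called up in the libraries labelled jas-3 against WT, a contrast that shares no library with this one.

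In Aza1 eM3 against Aza1 eM2, 1 of all 35 splits, the real one, called as many genes up, 1 as many down, and 1 gave as large an overlap with the genes called down in Aza1 eM2. The other splits called at most 2 genes up and 1 down. Among the 8 splits that part as many same-numbered pairs, the real one was also the only one (1 for the genes up, 1 for the genes down, 1 for the overlap), but 8 splits cannot give a share under 0.05, and the splits outside them keep more libraries of the same number together. The unadjusted p-value of the PEG set was 0.0277 in the real split and at least 0.0313 in the others. Between Aza1 eM3 and DMSO, where 0 genes were called and 1626 had an unadjusted p-value under 0.05, 8 of 8 and 35 of 35 splits called at least as many, which is so for any data when the real split calls 0, so the splits test nothing here.

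JASON had more counts in the libraries labelled jas-3 than in WT. Its log2 fold change was 3.05 with the seed storage protein genes left out, which says little for the same reason as above. With the share of seed storage protein counts as a covariate it was 3.52 (standard error 0.56, adjusted p = 0.00129, edgeR, range over alternatives 5.5e-10 to 0.00804), but WT lies outside the range of the share in all other libraries, so this cannot decide whether seed stage explains it. Reads of the overlapping gene AT1G06650 (chromosome 1, 2035839 to 2037366) do not explain it, since that gene had a log2 fold change of -0.57 (standard error 0.19, adjusted p = 0.0323, edgeR). Swapped labels of WT and jas-3 would place the DMSO libraries, which are labelled as of the jas-3 genotype, closer to those labelled WT, but their mean distance was 99.3 to those labelled jas-3 and 261 to those labelled WT. This rests on the DMSO label. JASON itself had 169, 148 and 111 counts in DMSO and 14 and 14 in WT, which also places DMSO with the libraries labelled jas-3. Counts on the whole gene do not show where in the gene the reads lie, and whether they come from a complete transcript was not tested. Higher counts therefore do not by themselves go against the labels.

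LHY and FKF1 changed in opposite directions between the WT and untreated jas-3 libraries and all others. Collection at another hour of the day is a candidate explanation. Of the 10 other clock genes in a list, 8 separated these 4 libraries from the other 10 in the direction this predicts and 0 in the opposite direction. Among all tested genes, 1304 (5.8%) separated the libraries in either direction, where chance gives 0.2%. A library batch may also be the cause, and 0 of 5 mapping statistics of Supplemental Data Set S1 parted these libraries, which does not exclude a batch. Differences between the DMSO libraries and those labelled jas-3 therefore cannot be told apart from the hour of collection or a batch, and no biological explanation was tested.

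In both WT libraries 93 genes had at most 3 counts while every other library had at least 50, and 4 genes showed the opposite. All 93 were called up in the libraries labelled jas-3. With the share of seed storage protein counts as a covariate, all 93 were still called, and 849 of all 1582 genes called up in the libraries labelled jas-3. This cannot decide whether seed stage explains them, since the genes were chosen for a step between WT and all others and the share was at least 36.7% in WT and at most 30.7% in all other libraries. A library batch of WT is another candidate explanation, since WT lay outside all others in 4 of 5 mapping statistics, among them the mismatch rate, which was 0.33% to 0.37% in WT and 0.24% to 0.27% in the others by the paper's values. These differences in mapping are small and do not show that a batch would leave genes without counts, and the pattern cannot be told apart from seed stage or a batch with these libraries.

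In the 5 untreated and DMSO libraries labelled as of the jas-3 genotype, 20 genes had at most 3 counts and had at least 100 in an Aza1 library. None (0) showed the opposite. Of these genes, 17 reached that count in Aza1 eM2 and 6 in Aza1 eM3, 3 of them in Aza1 eM3 alone. In all Aza1 eM2 libraries and in no Aza1 eM3 library it was reached by 4, AT1G47265, AT1G47660, AT3G60950 and AT5G41660, of which AT3G60950 is named after its values were seen. Supplemental Table S1 lists 6 of the genes. Of all 792 splits of the libraries so labelled and the Aza1 libraries into groups of these sizes, 1, the real one, gave as many, and the highest number in another split was 18. Tissue of WT plants in the Aza1 libraries does not explain most of the genes, since 5 of 20 had more than 3 counts in a WT library. Silent genes that became active in single plants of the treated line are a hypothesis, which was found and tested on the same data. It does not cover the 4 genes that reached at least 100 counts in every Aza1 eM2 library.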
